# The receptor-like kinase ARK controls symbiotic balance across land plants

**DOI:** 10.1073/pnas.2318982121

**Published:** 2024-07-16

**Authors:** Mara Sgroi, David Hoey, Karina Medina Jimenez, Sarah L. Bowden, Matthew Hope, Emma J. Wallington, Sebastian Schornack, Armando Bravo, Uta Paszkowski

**Keywords:** arbuscular mycorrhizal symbiosis, phylogenetics, bryophyte, signaling, receptor-like kinases

## Abstract

The mutualistic arbuscular mycorrhizal (AM) symbiosis arose in land plants more than 450 million years ago and is still widely found in all major land plant lineages. Despite its broad taxonomic distribution, little is known about the molecular components underpinning symbiosis outside of flowering plants. The ARBUSCULAR RECEPTOR-LIKE KINASE (ARK) is required for sustaining AM symbiosis in distantly related angiosperms. Here, we demonstrate that ARK has an equivalent role in symbiosis maintenance in the bryophyte *Marchantia paleacea* and is part of a broad AM genetic program conserved among land plants. In addition, our comparative transcriptome analysis identified evolutionarily conserved expression patterns for several genes in the core symbiotic program required for presymbiotic signaling, intracellular colonization, and nutrient exchange. This study provides insights into the molecular pathways that consistently associate with AM symbiosis across land plants and identifies an ancestral role for *ARK* in governing symbiotic balance.

## Significance

The arbuscular mycorrhizal (AM) symbiosis is considered one of the key adaptations that enabled colonization of land by plants. Here, we identified evolutionarily conserved genes, molecular pathways, and transcription patterns whose association with AM symbiosis arose before the diversification of land plants. Among these, the *ARBUSCULAR RECEPTOR-LIKE KINASE* (*ARK*) plays a crucial role in maintaining mutualism in AM symbiosis. We demonstrate functional conservation of ARK from angiosperms to the liverwort *Marchantia paleacea,* which confirms that its requirement for regulation of symbiosis sustenance evolved before the most recent common ancestor of all land plants.

Plants colonized land between 515 and 470 million years ago (mya) (1). A growing body of evidence suggests that plant–fungal symbioses were a central component of this evolutionary transition (2–9). The favored candidate for this supporting act is arbuscular mycorrhizal (AM) symbiosis, as its monophyletic origin dates back to the most recent common ancestor (MRCA) of tracheophytes and bryophytes (6, 7, 9–13). AM symbiosis is today the most prevalent form of plant–fungal symbiosis on Earth, occurring across all major land plant clades (14).

The association with the fungus improves plant mineral nutrition, in particular phosphate, in exchange for organic carbon (15–23). The primary sites of symbiotic nutrient exchange are arbuscules, highly branched tree-like hyphal structures which develop within plant cells. Each arbuscule is surrounded by a plant-derived periarbuscular membrane (PAM), which creates an extensive surface area for nutrient and signal exchange, thereby contributing to plant and fungal fitness. Plant mutants defective in either the uptake of phosphate or the delivery of organic carbon to the fungus result in shriveled arbuscules and in decreased overall root colonization, suggesting that malnourishment of either symbiont is linked to arbuscule development (24–29). Fungal fitness however also relies on the serine/threonine ARBUSCULAR RECEPTOR-LIKE KINASE 1 (ARK1), which is necessary for maintaining fungal vigor and thus symbiotic balance post arbuscule development (30–32). *ARK* is only found in the genomes of AM-competent plants (21, 30) suggesting a conserved role in symbiosis across land plants.

Our existing knowledge of the molecular mechanisms governing AM symbiosis predominantly relies on evidence obtained from a limited number of angiosperm models, while the molecular characterization of bryophytes is at its dawn (13, 33–36). To address the knowledge gap, we focused on examining the extent to which ARK’s regulatory role is conserved among terrestrial plants. We conducted a comprehensive investigation involving phylogenetic analysis, comparative transcriptomics, and gene coelimination analysis, using the liverwort *Marchantia paleacea* as a bryophyte model. We identified a core cluster of 56 AM symbiosis genes conserved in flowering plants and extant bryophytes. The majority of these genes were transcriptionally up-regulated during symbiosis development in *M. paleacea* and in the angiosperm *Medicago truncatula*, suggesting their ancestral recruitment for AM symbiosis prior to the MRCA of land plants. The overlay of gene-trait coelimination and transcriptomic data spotlighted *ARK* as one of the ancestral AM symbiosis genes, and its regulatory role in controlling symbiotic balance was indeed confirmed to be evolutionarily conserved across land plants.

## Results

### Time-Resolved Transcriptional Responses of *M. paleacea* to AM Symbiosis.

To understand the molecular changes associated with the development of AM symbiosis in bryophytes, we characterized the transcriptome of the liverwort *M. paleacea* at 5, 8, and 11 wk post-inoculation (WPI) with *Rhizophagus irregularis*. 

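RNA of mock-inoculated and mycorrhizal thalli was sequenced at each time point, and every library was made from 4 pooled thalli. The 22 libraries comprise 3 mock and 4 mycorrhizal libraries at 5 WPI, 3 mock and 4 mycorrhizal libraries at 8 WPI, and 4 of each at 11 WPI. The authors deposited one table of reads per gene for all libraries, without normalization for depth. Per library, between 75.2% and 86.9% of its values equal their rounded value and the others carry fractions, so the table holds estimated counts. The paper's supplement names featureCounts for counting reads on genes. Library totals lay between 968349 and 16471645 estimated reads, and the 4 mycorrhizal libraries at 11 WPI had 1047225 to 1956586.

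The columns of this table can be grouped in 2 ways, which differ. Each header names a treatment and a time point, whereas Code S01, the paper's own commands, assigns both by the position of the column. By these positions, 7 columns fall in the group of their header and 15 fall in another. Dataset S1 shows which order the paper's analysis took. Over the genes of its part analysed here, DESeq2 in the order of Code S01, on values truncated as in its commands, gave log2 fold changes within 0.01 of the paper's for 100% of genes at each time point. With the columns grouped by header, the median absolute difference of DESeq2's log2 fold changes from the paper's was 0.31 at 5 WPI, 0.40 at 8 WPI and 0.36 at 11 WPI. A search for the columns that give the fold changes of Dataset S1, which used no header and no condition, ended at the groups of Code S01 for 22 of 22 columns, over 1184 of these genes. The spread between libraries of one group was smaller by header, with a biological coefficient of variation of 0.353, than in the order of Code S01, with 0.419. The median chi-square per gene between libraries of one group was 21.6 by header and 22.5 in the order of Code S01. Neither tells which grouping is right. In the order of Code S01, the mycorrhizal 5 WPI libraries mix the 2 library sets described below, and by header no mycorrhizal group does. The table does not settle which thalli a column came from, so values are given for both groupings, first in the order of Code S01, which lies behind the paper's conclusions, and then by header.

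The libraries also fell into 2 sets of 10 and 12 along the first principal component of log2 CPM, which held 52.7% of the variance. The 3 mock libraries at 5 WPI, which are the same in both groupings, include 2 libraries of the first set and 1 of the second. All 7 libraries at 8 WPI in the order of Code S01 lie in the first set and all 8 at 11 WPI in the second, so that each of these comparisons is made within a set. By header, the sets coincide with treatment at 11 WPI, where the 4 mock libraries lie in the first set and the 4 mycorrhizal libraries in the second, so that set and treatment cannot be told apart among these 8 libraries. A term for library set by header rests on the 3 mock libraries at 5 WPI, the only group that then holds both sets.

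DE genes were called with edgeR's quasi-likelihood test after TMM normalization, in one fit of all libraries with one coefficient per group, at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The test covered the 16511 of 18637 genes with more than 10 reads summed over all libraries.

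**Figure D1:**
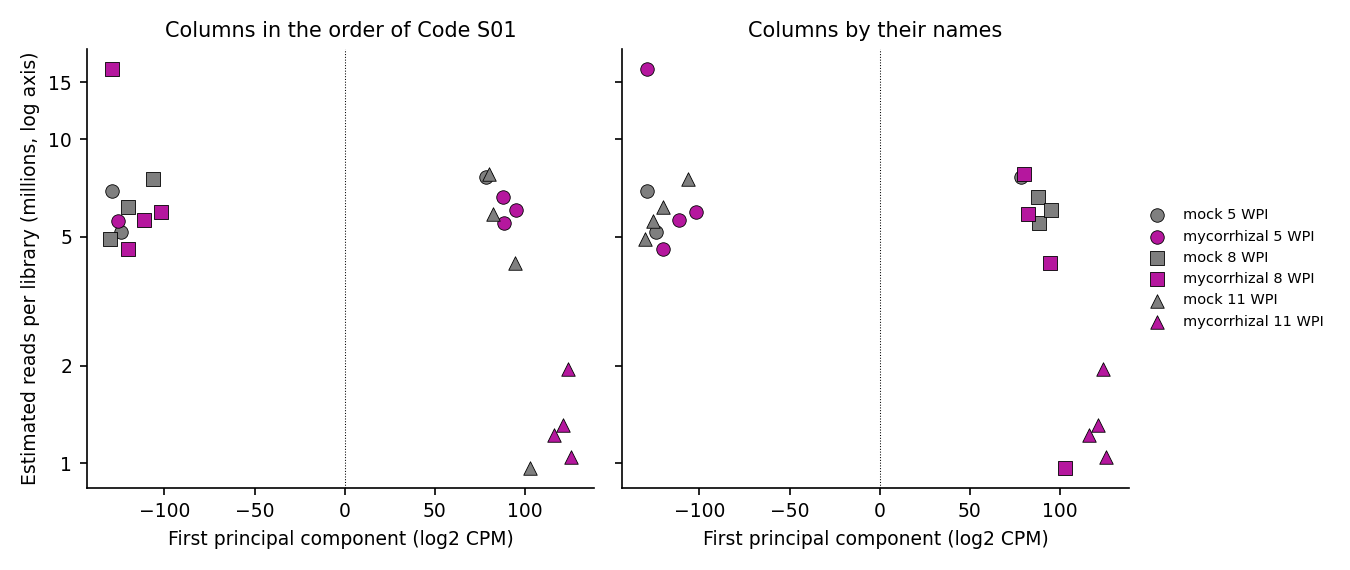
Estimated reads per library (log axis) against the first principal component of log2 CPM, with 1 point per library, coloured by treatment and shaped by time point, grouped as in Code S01 (left) and by header (right). The 10 libraries of the first set lie left of the dotted line at 0 and the 12 of the second lie right of it, under both groupings.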

*R. irregularis* was previously described to colonize the central part of the thallus parenchyma, which will be referred to as the midrib region (22, 34).

During the initial phases of symbiosis (5 WPI), the primary fungal structures observed within the inoculated thalli were intracellular hyphae (Fig. 1 *A*–*C*). As time progressed, all other fungal structures increased in abundance. For instance, arbuscules increased from an average 20% thallus length colonization at 5 WPI to an average 90% at 11 WPI (Fig. 1*C*). The distinctive purple pigmentation specific to colonized thallus tissue (22) accumulated proportionally to colonization levels across all time points (Fig. 1*C*).

**Fig. 1.**
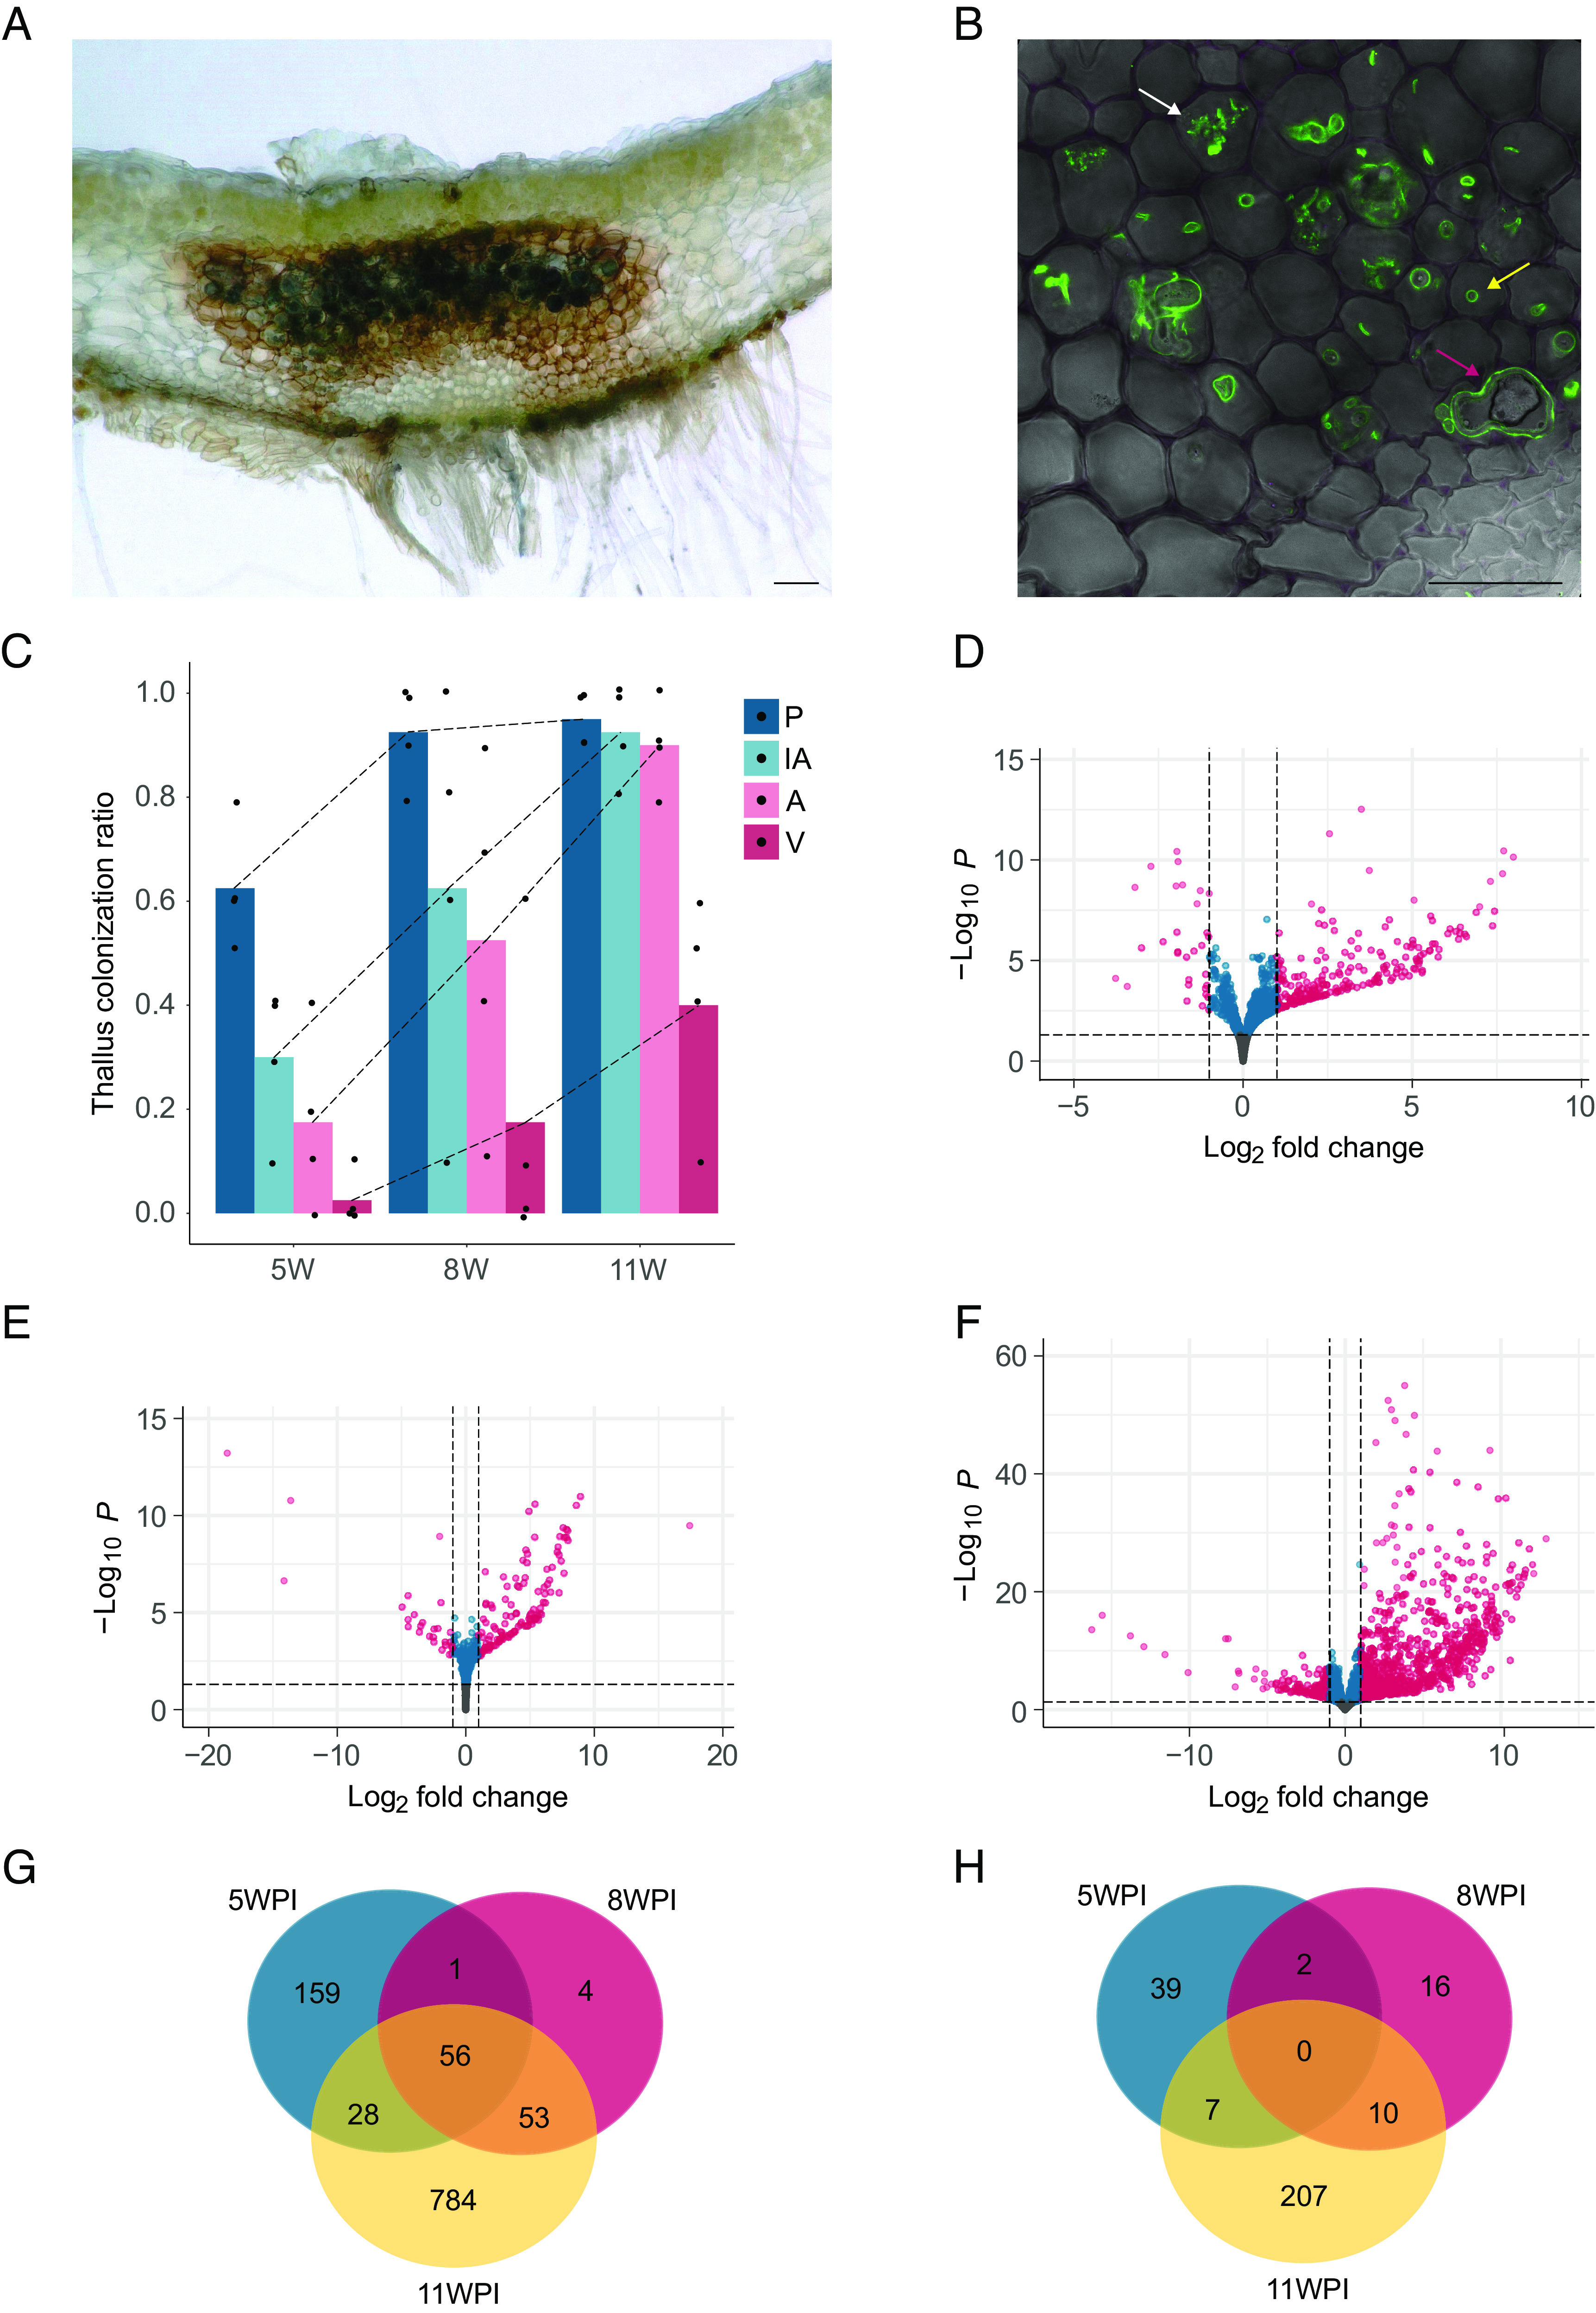
Transcriptional responses of *M. paleacea* to *R. irregularis* colonization. (*A*) Transversal section of a *M. paleacea* thallus colonized by *R. irregularis*; fungal structures in the thallus midrib are stained in ink and recognizable by their dark blue coloration. (Scale bar, 100 μm.) (*B*) Transversal section of an *M. paleacea* thallus colonized by *R. irregularis* and stained with wheat germ agglutinin (WGA)-Alexa Fluor 488; yellow arrow = fungal hypha, white arrow = arbuscule, magenta arrow = fungal vesicle. (Scale bar, 50 μm.) (*C*) Arbuscular mycorrhiza colonization levels of WT *M. paleacea* thalli inoculated with *R. irregularis* at 5, 8, and 11 WPI; P = pigment, IH = intracellular hyphae, A = arbuscules, V = vesicles; each independent replicate was screened for all fungal structures over a total of 10 sections, the overall ratio of positive observation over the total number of observations is displayed on the *y* axis. Bars represent the average number of observations of each fungal structure across replicates, all biological replicates are shown. (*D*) Volcano plot of differentially expressed (DE) genes (adjusted *P*-value < 0.05, Log2 fold change > |1|) between mock and *R. irregularis-*colonized thalli at 5 WPI. Statistically significant DE genes are displayed in magenta. (*E*) Volcano plot of DE genes between mock and *R. irregularis-*colonized thalli at 8 WPI. (*F*) Volcano plot of DE genes between mock and *R. irregularis-*colonized thalli at 11 WPI. (*G*) Venn diagram of up-regulated genes in pairwise comparisons of mock and *R. irregularis-*colonized thalli. (*H*) Venn diagram of down-regulated genes in pairwise comparisons of mock and *R. irregularis-*colonized thalli.

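With the columns in the order of Code S01, 20 genes were up-regulated at all 3 time points in edgeR's fit, against 0.008 expected if the calls at the time points were independent of each other. This count ranged from 1 to 32 with each library left out in turn, and was 0 when the libraries of each time point were fitted alone. All 50 genes up-regulated at 8 WPI were also up-regulated at 11 WPI. Of the genes up-regulated at 5 WPI, 28 were also up-regulated at 11 WPI, where chance gives 2.64, and 21 were called at 5 WPI alone. DESeq2 called 57 genes up-regulated at all 3 time points from the same columns. Among down-regulated genes, edgeR called 4 at both 5 and 11 WPI, 1 at both 5 and 8 WPI and 157 at 11 WPI alone. Grouped by header, 127 genes were up-regulated at both 5 and 11 WPI against 39.2 expected by chance, but 5 at both 8 and 11 WPI against 11.4 expected. The overlap of all 3 time points by header held 0 genes with edgeR, where 10 genes were up by at least the minimum fold change at an unadjusted p under 0.05 at each, and 2 genes with DESeq2.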

Similarly, the number of DE genes increased over time in response to progressing AM fungal colonization. This represented a fourfold increase between 5 and 11 WPI, from 292 to a total of 1,145 DE genes, with a distinctive bias towards up-regulated genes (80.4%) (Fig. 1 *D*–*H*). 

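The numbers of DE genes in the order of Code S01 were 70 at 5 WPI, 53 at 8 WPI and 1051 at 11 WPI with edgeR. DESeq2, the paper's tool, called 291, 144 and 1141 genes from the same columns. By header, edgeR called 1103 genes at 5 WPI, 194 at 8 WPI and 3200 at 11 WPI. The difference between time points was tested as an interaction, at the same thresholds. The response at 11 WPI differed from that at 5 WPI for 389 genes and from that at 8 WPI for 219 genes in the order of Code S01. Between 8 and 5 WPI, edgeR called 0 genes, where 997 had an unadjusted p under 0.05, and DESeq2 called 75. By header, these 3 interactions were called for 2726, 2660 and 346 genes.

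The counts at 5 and 8 WPI moved with the libraries that entered the fit. With each library left out in turn in the order of Code S01, they ranged from 5 to 1184 and from 1 to 69. When only the libraries of 5 WPI were fitted in the order of Code S01, edgeR called 0 genes, with 1169 at an unadjusted p under 0.05. The fit of all libraries except the one headed C5W_S31, the only mock library at 5 WPI in the second set, called 1184 genes. The mock libraries then left at 5 WPI lie in the first set. All mycorrhizal ones except C11W_S20 lie in the second, so set and treatment largely coincide there. Depth lowered every count: with each library thinned to the 968326 reads of the smallest, 8, 6 and 392 genes were DE at 5, 8 and 11 WPI.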

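At 11 WPI, 890 genes were up-regulated and 161 down-regulated in the order of Code S01, so that 84.7% of DE genes rose. DESeq2 called 923 of 1141 genes up-regulated (80.9%). The share that rose was 70.0% at 5 WPI and 94.3% at 8 WPI with edgeR. Across the alternative settings in this order, the share that rose at 11 WPI was lowest without a minimum fold change, at 68.9%, and highest at an adjusted p under 0.01, at 91.2%. Grouped by header, 2451 genes were up-regulated and 749 down-regulated at 11 WPI (76.6% up), whereas edgeR called fewer genes up than down at 5 WPI (23.9% up) and at 8 WPI (39.7% up). The direction at these time points depended on the setting: by header DESeq2 called 371 of 1226 genes up at 5 WPI and 240 of 449 at 8 WPI, and edgeR on only the libraries compared called 34 of 43 up at 5 WPI. From the larger number of DE genes at 11 WPI than at 5 WPI, the paper concludes that the transcriptional response grew with fungal colonization. From the share of up-regulated genes, it concludes that the response was biased towards induction.

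**Figure D2:**
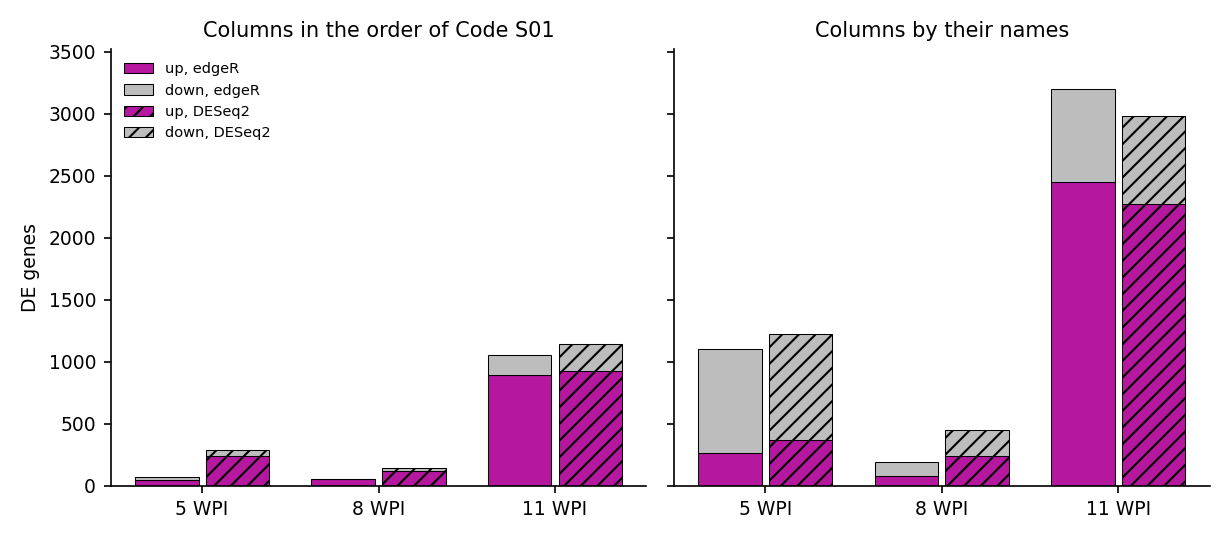
Number of DE genes (mycorrhizal against mock) at each time point, split into up- and down-regulated genes, called with edgeR and with DESeq2, for columns grouped as in Code S01 (left) and by header (right). Grouped as in Code S01, the edgeR bars reach 70, 53 and 1051 genes, and by header 1103, 194 and 3200.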

The overrepresentation of up-regulated genes mirrors similar observations in distantly related angiosperm models (37–39).

To investigate the identity of DE genes, the transcriptome of *M. paleacea* was functionally annotated. Gene ontology (GO) enrichment analysis identified terms significantly overrepresented (adjusted *P*-value > 0.05) across all stages of AM symbiosis: “gibberellin biosynthetic process”, “gibbrellin-20-oxidase activity”, “oxidoreductase activity”, “nutrient reservoir activity”, “apoplast”, “iron ion binding” (Dataset S2). The strongest transcriptional response to symbiosis at 11 WPI was additionally enriched in terms associated with fatty acid and carbohydrate metabolism and with strigolactone biosynthesis (*SI Appendix,* Fig. S1 and Dataset S2). Overall, GO enrichment analysis highlighted that hormonal signaling pathways and symbiotic nutrient metabolism–related processes, which are commonly associated with angiosperm symbiosis, are also conserved in bryophyte AM symbiosis.

### Identification of Evolutionarily Conserved AM Symbiosis-Associated Genes through Phylogenetics.

We traced the evolutionary history of 104 gene families associated with AM symbiosis in angiosperms to compare expression patterns of symbiosis-regulated genes between *M. paleacea* and tracheophytes (*SI Appendix*, Table S4 and Dataset S3). Each gene family was selected based on at least one of three criteria: a) GO enrichment analysis indicated that the biological process they contribute to is induced in mycorrhizal *M. paleacea*, b) the evolutionary history of the clade suggests that the genes are coeliminated with the loss of AM symbiosis across multiple independent events (21, 40, 41), c) experimental evidence supports a crucial role for the gene in the regulation of AM symbiosis (42, 43). For this analysis, 59 publicly available genomes were selected from all major land plant clades, including all nonflowering plant genomes and a selection of mycorrhizal host and nonhost flowering plant models (*SI Appendix*, Table S5).

Among the 104 families surveyed, 56 displayed distinct orthologs in *M. paleacea* (Fig. 2*A*, *SI Appendix*, Table S4). The majority (49/56) of the evolutionarily conserved gene families (ECGFs) included a one-to-one ortholog in *M. paleacea,* while in 16/56 ECGFs a single *M. paleacea* “proto-ortholog” corresponded to several angiosperm genes, as a result of one or multiple independent duplications within the tracheophyte lineage (*SI Appendix*, Table S4). These 56 orthogroups span a variety of biological processes required for AM symbiosis: *NOPE1* is necessary for presymbiotic rhizosphere signaling, *RAD1*, *AP2A*, *DELLA1*, *NSP1*, and *NSP2* are involved in transcriptional regulation of the symbiosis, and *AMT2*, *PT4*, *HA1*, *STR*, *STR2*, and *SUT2* are required for nutrient exchange at the arbuscule-interface (Fig. 2*A* and *SI Appendix*, Table S4). Notably, the *SUT2* gene was absent from the latest version of the *M. paleacea* genome but was included in the 1KP transcriptome (Dataset S3). Of the remaining 48 families examined, no clear ortholog was identified in *M. paleacea* or its sister clade *Marchantia polymorpha.* However, in many cases, orthologs were identified in other bryophytes, suggesting that the gene was lost in the genus *Marchantia* (*SI Appendix*, Table S4).

**Fig. 2.**
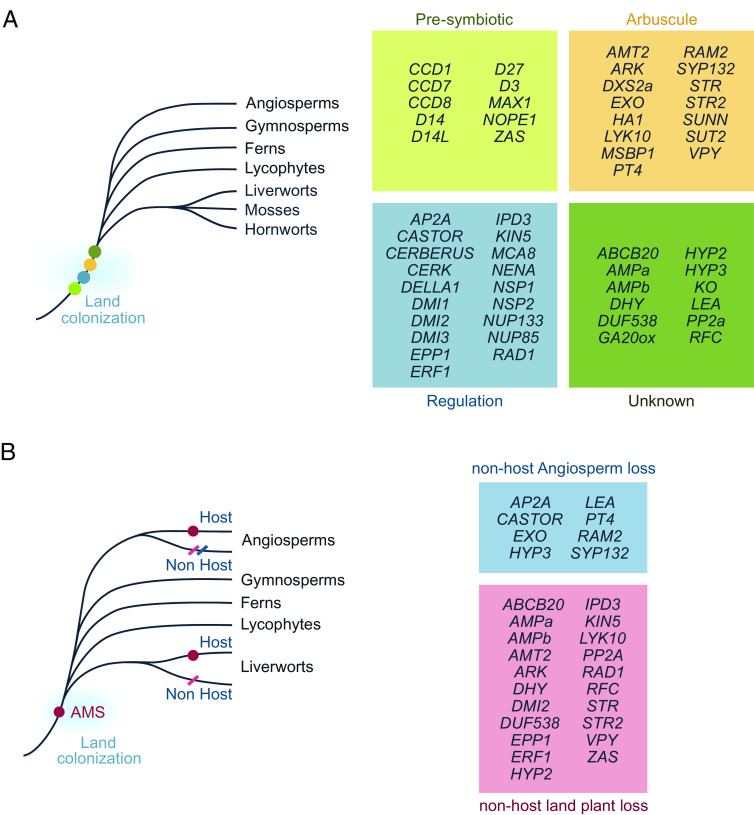
Ancestral AM symbiosis gene families identified through phylogenetics. (*A*) The core conserved AM symbiosis toolkit evolved before the last common ancestor of land plants; evolutionarily conserved genes encompass the following functional groups: presymbiotic signaling, fungal perception and transcriptional regulation, arbuscule-associated genes, and genes of yet unknown function. (*B*) A set of symbiotic genes is conserved across all land plants that are able to engage in AM symbiosis but is recursively coeliminated from the genome of land plants that do not engage in AM symbiosis (pink box); a small set of symbiosis genes is coeliminated with symbiosis abandonment across angiosperms but not in the genus *Marchantia* (light blue box); magenta dot = AM trait, transverse dashes = independent AM trait/gene losses. The phylogenetic trees for each gene family can be found in Dataset S3, and comprehensive information on the results of phylogenetic analysis is available (*SI Appendix*, Table S4). Only genes with clear orthologs in the genus *Marchantia* have been included.

To discern whether ECGFs acquired an AM symbiotic function before the MRCA of land plants, analysis of gene coelimination patterns across multiple independent evolutionary losses was performed. The availability of two liverwort genomes from the same genus with *M. polymorpha* having lost the ability to engage with AM fungi (36, 44), allowed us to extend the study of AM gene coelimination to include bryophytes alongside Angiosperms. We identified 30 gene families only conserved in AM-competent angiosperms (21) and in *M. paleacea* (Fig. 2*B*). Among these gene families, fourteen have experienced the loss of the corresponding *M. polymorpha* gene, indicating that these genes tend to be abandoned when symbiosis is lost in plant species. (Fig. 2*B* and *SI Appendix*, Table S4). For the remaining half of the genes conserved for symbiosis in angiosperms, an ortholog was identified in both the host *M. paleacea* and the nonhost *M. polymorpha*, suggesting that the pattern of coelimination was not conserved for these families (Fig. 2*B*). Overall, we found an unprecedented number of AM genes whose conservation dates back before the MRCA of land plants. The recursive coelimination of a subset of these genes with the loss of AM symbiosis suggests that the conserved genes acquired their symbiotic function in ancestral land plants.

### Comparative Analysis Reveals Deep Homologies in Transcriptional Responses to AM Symbiosis from Bryophytes to Angiosperms.

The symbiotic expression profile of the 56 ECGFs was compared between *M. paleacea* and the angiosperm AM symbiosis model *M. truncatula* (23). 

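Tables S4 and S6 name 75 M. paleacea genes for these families. Of these, 74 have a row in the deposited table and 73 passed the filter on low counts. In Table S6, 69 of 74 IDs carry 1 zero too many in the contig name and were matched without it. Table S4 lists 103 families, of which 50 are marked as ortholog and 6 as proto-ortholog, and 54 families of Tables S4 and S6 come with a gene ID. The values below come from the same fit as the counts of DE genes, in which each gene's spread is shared across all 22 libraries.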

Half (28/56) of the genes conserved in *M. paleacea* were DE during symbiosis (Fig. 3 and *SI Appendix*, Table S6). In addition, 89.3% (25/28) of the evolutionarily conserved genes induced in *M. paleacea,* were also up-regulated in *M. truncatula* during symbiosis, demonstrating their conserved transcriptional regulation across land plants (Fig. 3). 

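Among the 73 ECGF genes tested, 27 genes of 22 families were DE at any time point in the order of Code S01, and all 27 were up-regulated at 11 WPI. One of them, MAX3/CCD7, was also DE at 8 WPI with edgeR, where DESeq2 called 6 ECGF genes. At 5 WPI edgeR called 0 ECGF genes, with 14 at an unadjusted p under 0.05, and DESeq2 called 1. When adjusted over the list alone, 29 ECGF genes were DE. DESeq2 called 28 genes of 23 families, 27 up and 1 down. The paper's Table S6 prints fold changes for 28 genes of 23 families. Of 10000 random lists of 73 genes matched in 20 bins of mean expression, the median held 4 DE genes at 11 WPI and 95% held at most 8. The paper chose part of the families from GO terms enriched in these libraries, so neither this comparison nor the count adjusted over the list alone is independent evidence. By header, 36 ECGF genes of 30 families were DE, 29 up-regulated and 7 down-regulated at 1 or more time points. Of these, 35 were DE at 11 WPI, where random lists held a median of 14 and 95% of them at most 20. The alternative that moved the count most in the order of Code S01 was thinning every library to the smallest, which left 11 DE ECGF genes, and by header it was library set as a term in edgeR, which was chosen after seeing the data and also left 11, where DESeq2 with this term left 21.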

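Of the 27 up-regulated ECGF genes in the order of Code S01, 24 (88.9%) have an M. truncatula ortholog with a value above 0 at 27 DPI in Table S6, and by header 26 of 29 (89.7%). The M. truncatula values are the paper's, taken from an earlier study, and were not computed again here. In Table S6 itself, 27 of the 28 genes with a printed fold change are up-regulated and 1 is down-regulated, and 24 of the 27 have such an ortholog. The share in the paper's text is taken over 28 induced genes, 1 more than Table S6 shows as up-regulated. From its own share, the paper concludes that the transcriptional regulation of these genes is conserved across land plants.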

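NOPE1 (Marpal_utg000054g0094671), at 11 WPI in the order of Code S01, had 0.115 ± 0.230 CPM (SD, n = 4 mock libraries) and 6.27 ± 4.33 CPM (SD, n = 4 mycorrhizal libraries). Its log2 fold change was 5.19 (standard error 1.01, adjusted p = 0.00191, edgeR). The mock value rests on 3 reads, all from the library headed MYC8W_S37, without which the gene was still called, and the ratio of the pooled counts was 42.9, with an exact 95% counting interval from 13.6 to 217. One of the 4 mycorrhizal libraries had no read of this gene, and 33.3% of its values above 0 were not whole. Grouped by header, the log2 fold change was 2.24 (standard error 0.72, adjusted p = 0.0273, edgeR), and the call was lost without any one of 6 libraries: mock 11 WPI replicates 2, 3 and 4 and mycorrhizal 11 WPI replicates 1, 2 and 4. A second gene that the paper's tables give for NOPE1 (Marpal_utg000018g0051451) had a log2 fold change of -0.13 (standard error 0.20, adjusted p = 0.790, edgeR) in the order of Code S01.

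The strigolactone biosynthesis genes D27 (Marpal_utg000152g0180621), MAX3/CCD7 (Marpal_utg000013g0034951), 2 genes for MAX4/CCD8 (Marpal_utg000010g0024761 and Marpal_utg000049g0083651) and MAX1 (Marpal_utg000021g0055741) were up-regulated at 11 WPI under both groupings. One more gene that the paper's tables give for MAX4/CCD8 and one more for MAX1 were called by edgeR at no time point under either grouping. MAX3/CCD7 rose from 7.42 ± 2.49 CPM in mock to 63.2 ± 11.4 CPM in mycorrhizal libraries (SD, n = 4 each, order of Code S01), a log2 fold change of 3.10 (standard error 0.26, adjusted p = 1.75e-07, edgeR), and at 8 WPI its log2 fold change was 1.54 (standard error 0.27, adjusted p = 0.0124, edgeR). The log2 fold changes at 11 WPI of the other genes were 1.56 for D27, 2.61 and 1.29 for the MAX4/CCD8 genes and 2.57 for MAX1, of whose values 50.0% were not whole. After thinning to the smallest library, NOPE1 (Marpal_utg000054g0094671), D27, MAX3/CCD7 and the MAX4/CCD8 gene Marpal_utg000049g0083651 were no longer called in the order of Code S01. With library set as a term, edgeR called none of NOPE1 (Marpal_utg000054g0094671), D27, MAX1 and Marpal_utg000049g0083651 by header, and DESeq2 called MAX1 alone of these.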

Several genes with a known role in presymbiotic signaling are co-up-regulated in *M. paleacea* and *M. truncatula*, notably the N-acetylglucosamine transporter *NOPE1* (45) and several members of the strigolactone biosynthesis pathway (Fig. 3). However, the majority of genes coregulated in *M. paleacea* and *M. truncatula* have been linked to downstream stages of symbiosis: transcriptional regulation, arbuscule dynamics, and nutrient exchange, including the well-characterized transcription factors *Required for Arbuscule Development 1* (*RAD1*) and *Ethylene Response Factor 1* (*ERF1*) (Fig. 3 and *SI Appendix*, Table S6). 

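Table S6 gives 2 genes for RAD1. The gene Marpal_utg000070g0119331, taken in the order of Code S01, rose from 0.983 ± 0.755 CPM in mock to 48.6 ± 9.08 CPM in mycorrhizal libraries at 11 WPI (SD, n = 4 each), a log2 fold change of 5.38 (standard error 0.41, adjusted p = 7.89e-08, edgeR). With each library left out in turn, it stayed between 5.23 and 5.68. Of its values above 0, 33.3% were not whole. The other RAD1 gene, Marpal_utg000071g0120271, had 5 reads in the mock and 14 in the mycorrhizal libraries, with none in 1 of the latter, and a log2 fold change of 3.07 (standard error 0.85, adjusted p = 0.0265, edgeR). Its call was lost without any one of the mock libraries headed MYC8W_S16 and MYC8W_S37 or the mycorrhizal libraries headed MYC11W_S19, MYC11W_S11 and MYC11W_S29. ERF1 (Marpal_utg000074g0124251) rose from 1.19 ± 1.38 to 20.2 ± 11.3 CPM (SD, n = 4 each), a log2 fold change of 3.76 (standard error 0.78, adjusted p = 0.00347, edgeR), and 30.0% of its values above 0 were not whole. Thinned to the smallest library, ERF1 and the RAD1 gene Marpal_utg000071g0120271 were not called. By header, all 3 genes were called at 11 WPI, with log2 fold changes of 5.23 and 2.60 for RAD1 and 2.94 for ERF1, but with library set as a term edgeR called neither ERF1 nor Marpal_utg000071g0120271 and DESeq2 called ERF1 alone of the 2, and Marpal_utg000071g0120271 was not called without mycorrhizal 11 WPI replicate 4.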

Taken together, the above findings suggest that molecular modules necessary for symbiosis establishment and maintenance in angiosperms are conserved and induced during liverwort AM symbiosis.

**Fig. 3.**
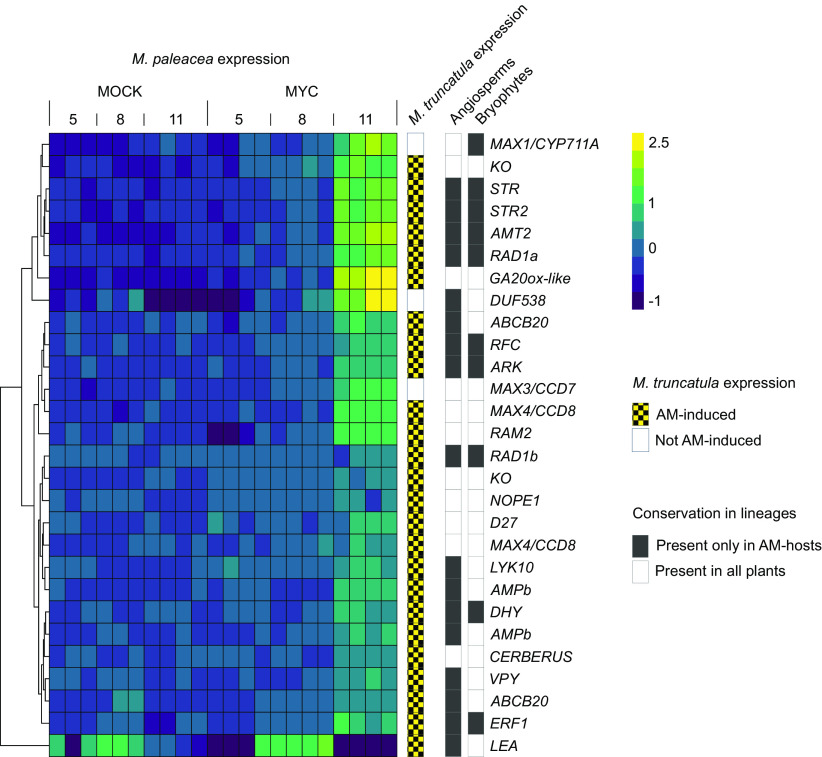
Comparative analysis reveals conserved transcriptional responses to AM symbiosis. Heatmap of variance-stabilized row-centered counts for AM-associated *M. paleacea* evolutionarily conserved genes that were DE during AM symbiosis. *M. truncatula* orthologs DE during AM symbiosis as described previously (23); orthologs significantly DE in both species (L2FC > |1|, adjusted *P*-value < 0.05) are shown in yellow (striped), orthologs not DE in *M. truncatula* are shown in blue (striped); “angiosperm AM” = the gene clade is conserved across all Angiosperms (white) or it is recursively lost after symbiosis abandonment in Angiosperms (gray) (21). “bryophyte AM*”* = The gene is conserved in the host liverwort *M. paleacea* and in the nonhost *M. polymorpha* (white) or lost in the nonhost liverwort *M. polymorpha* (gray).

Active gibberellin compounds are not known to be produced in bryophytes (44, 46–48). However, gibberellin biosynthetic enzymes were identified and significantly up-regulated in both *M. paleacea* and *M. truncatula,* such as orthologs of *Gibberellin-20-oxidases* (GA20ox) and *ent-Kaurene Oxidase* (*KO*) (Fig. 3 and *SI Appendix*, Table S6). 

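The GA20ox gene Marpal_utg000012g0030651 had 2.39 ± 0.945 CPM in mock and 155 ± 36.6 CPM in mycorrhizal libraries at 11 WPI (SD, n = 4 each, order of Code S01). Its log2 fold change was 5.87 (standard error 0.44, adjusted p = 6.11e-08, edgeR), and 45.5% of its values above 0 were not whole. The other 3 genes that the paper's tables give for GA20ox were called by edgeR at no time point under either grouping. Of 3 genes given for KO, 1 had too few reads to be tested. Of the others, Marpal_utg000013g0032101 rose from 6.58 ± 4.04 to 87.3 ± 19.5 CPM, a log2 fold change of 3.70 (standard error 0.44, adjusted p = 9.86e-06, edgeR), and Marpal_utg000021g0055821 rose from 7.38 ± 1.38 to 20.8 ± 4.68 CPM, a log2 fold change of 1.52 (standard error 0.23, adjusted p = 0.000124, edgeR). Every mycorrhizal library lay above every mock library for Marpal_utg000012g0030651 and these 2 KO genes. By header, their log2 fold changes at 11 WPI were 5.00, 3.23 and 1.52, and all 3 were called, but with library set as a term neither of the 2 KO genes was, by edgeR or DESeq2. Thinning to the smallest library in the order of Code S01 left Marpal_utg000021g0055821 uncalled.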

Genes involved in earlier stages of the canonical GA biosynthesis pathway—*ent-Copalyl Diphosphate Synthase* (*MpaCPS*) and *ent-Kaurene Synthase* (*MpaKS*)—as well as the *ent-Kaurenoic Acid Oxidase* (*KAO*) were expressed but not induced (Dataset S1). Thus, the synthesis of Gibberellin-like diterpenoids might take place during bryophyte AM symbiosis.

Despite the overall conservation of transcriptional responses, we identified some differences between *M. paleacea* and *M. truncatula* AM gene expression profiles. In angiosperms, the H^+^-ATPase HA1 is responsible for generating the proton gradient required for phosphate transport across the PAM (49, 50). 

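The gene given for HA1, Marpal_utg000008g0017601, had 658 ± 74.5 CPM in mock and 384 ± 55.3 CPM in mycorrhizal libraries at 11 WPI (SD, n = 4 each, order of Code S01), a log2 fold change of -0.78 (standard error 0.20, adjusted p = 0.0197, edgeR). Every mycorrhizal library lay below every mock library, but the change did not reach the minimum of 1 on the log2 scale. By header the log2 fold change was -0.35 (standard error 0.17, adjusted p = 0.168, edgeR). With library set as a term, the sign by header was not kept, at 0.24 with edgeR and 0.27 with DESeq2.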

Although *HA1* is conserved in bryophytes (*Marpal_utg000008g0017601*), it is not induced during symbiosis in *M. paleacea* (*SI Appendix*, Table S6). Instead, three HA proton pumps more distantly related to angiosperm *HA1* were induced in *M. paleacea* (*Marpal_utg000039g0074811*, *Marpal_utg000045g0082001*, and *Marpal_utg000126g0168721*) (Dataset S3). 

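The pump gene Marpal_utg000045g0082001, in the order of Code S01, rose from 0.238 ± 0.167 CPM in mock to 191 ± 57.2 CPM in mycorrhizal libraries at 11 WPI (SD, n = 4 each), a log2 fold change of 9.17 (standard error 0.82, adjusted p = 3.96e-07, edgeR), and at 8 WPI its log2 fold change was 4.77 (standard error 0.81, adjusted p = 0.0113, edgeR). For Marpal_utg000039g0074811, the 4 mock libraries at 11 WPI held 2 reads and the 4 mycorrhizal libraries 479. The ratio of these counts, scaled to library size, was 812, with an exact 95% counting interval from 223 to 6720. This gene was almost unseen in the first library set, with 2 reads in 10 libraries, and had reads in 9 of 12 libraries of the second set. By header its 4 mock libraries at 11 WPI, all of the first set, had no read, and its count was at least 678-fold higher in the mycorrhizal libraries when 3 reads over the mock group are taken as the floor. Marpal_utg000126g0168721 rose from 3.58 ± 1.74 to 30.1 ± 13.2 CPM (SD, n = 4 each, order of Code S01), a log2 fold change of 3.18 (standard error 0.60, adjusted p = 0.00137, edgeR), and was not called after thinning to the smallest library. By header the log2 fold changes of Marpal_utg000045g0082001 and Marpal_utg000126g0168721 were 6.35 and 4.46, and with library set as a term none of the 3 pumps was called by edgeR and 1, Marpal_utg000039g0074811, by DESeq2. From these genes, the paper proposes that a function needed in AM symbiosis might be conserved without conservation of one particular gene.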

The conservation of a cellular function required for AM symbiosis might thus not be necessarily mediated by conservation of a specific gene.

By overlaying the comparative transcriptomics dataset with the coelimination analysis across angiosperms and liverworts, we identified a core set of ten AM-specific gene families: *ARK*, *RAD1, ERF1, Replication factor C* (*RFC)*, *Ammonium Transporter 2* (*AMT2)*, short-chain Dehydrogenase/reductase (*DHY)*, *Stunted Arbuscule* (*STR*) *and Stunted Arbuscule 2* (*STR2*)*, ABC transporter B family member 20a* (*ABCB20a*), and *ABC transporter B family member 20b* (*ABCB20b*) (Fig. 3). 

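The 10 families hold 11 genes in Table S6, since RAD1 has 2, and all 11 were up-regulated at 11 WPI in the order of Code S01. ARK (Marpal_utg000090g0143091) rose from 2.50 ± 0.410 CPM in mock to 25.4 ± 5.51 CPM in mycorrhizal libraries (SD, n = 4 each), a log2 fold change of 3.31 (standard error 0.36, adjusted p = 4.11e-06, edgeR). With each library left out in turn, its log2 fold change stayed between 3.22 and 3.43. At 5 and 8 WPI, ARK changed by 0.01 and 0.21 on the log2 scale and was not called. STR (Marpal_utg000139g0174371) rose from 0.692 ± 0.659 to 54.5 ± 11.8 CPM, a log2 fold change of 5.90 (standard error 0.83, adjusted p = 6.71e-05, edgeR), and STR2 (Marpal_utg000110g0155891) from 5.39 ± 1.43 to 77.9 ± 16.2 CPM, a log2 fold change of 3.78 (standard error 0.44, adjusted p = 8.66e-06, edgeR). DHY (Marpal_utg000167g0186021) had 5 reads in the mock and 44 in the mycorrhizal libraries, a log2 fold change of 4.69 (standard error 0.75, adjusted p = 0.000278, edgeR). The log2 fold changes of RFC (Marpal_utg000064g0107131), ABCB20a (Marpal_utg000130g0170881) and ABCB20b (Marpal_utg000033g0068061) were 3.06, 2.18 and 2.54, and the highest of their adjusted p-values was 0.00335 (edgeR). After thinning to the smallest library, 5 of the 11 genes were called. By header, 10 of the 11 genes were called at 11 WPI, and with library set as a term 2 were called by edgeR and 5 by DESeq2. The exception was ABCB20b, with a log2 fold change of 1.08 (standard error 0.40, adjusted p = 0.0537, edgeR), which DESeq2 called. ABCB20b was called without any one of 6 libraries grouped by header: mock 5 WPI replicate 2, the mock 5 WPI library headed C5W_S3, mock 11 WPI replicates 3 and 4, mycorrhizal 5 WPI replicate 4 and mycorrhizal 11 WPI replicate 1.

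**Figure D3:**
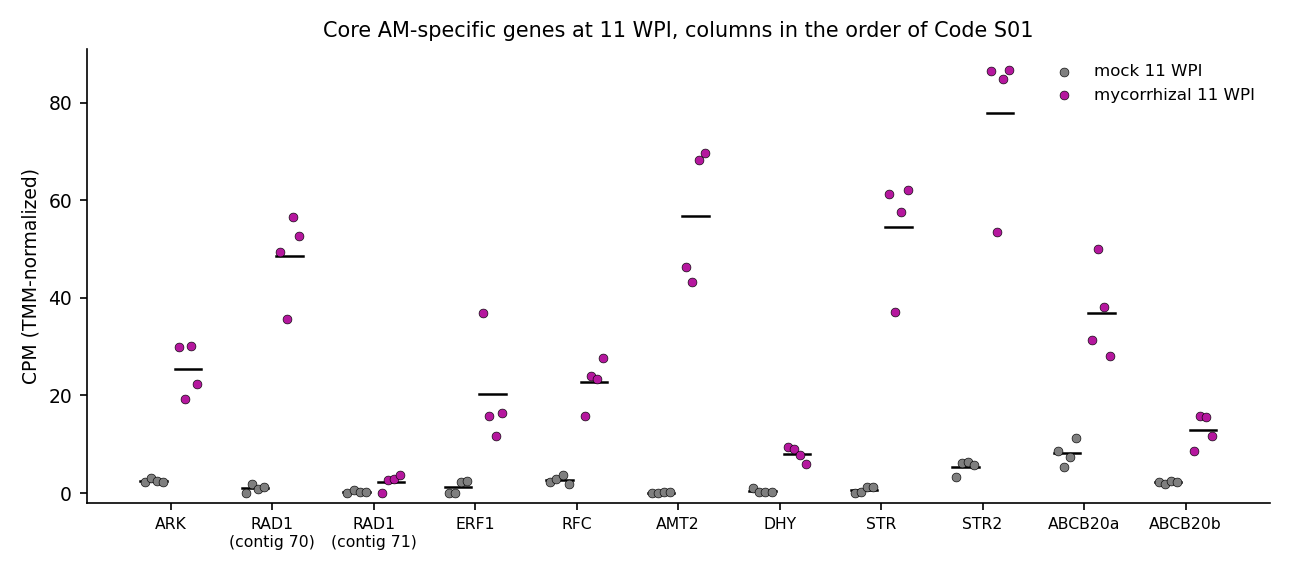
TMM-normalized CPM of the 11 genes in each of the 4 mock and 4 mycorrhizal libraries at 11 WPI, in the order of Code S01, with 1 point per library and a line at each mean. The mycorrhizal points lie above all mock points for every gene except RAD1 on contig 71 (Marpal_utg000071g0120271), where 1 mycorrhizal library had no read.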

The transcriptional induction of a representative subset of these gene families during AM symbiosis was validated in an independent experiment and confirmed (*SI Appendix*, Fig. S3). In summary, the embryophyte-wide transcriptional induction during symbiosis and the coelimination of these genes with the loss of AM symbiosis provide independent lines of evidence for their mycorrhizal role before the MRCA of land plants.

### The Receptor-Like Kinase ARK Is Required for Symbiosis Maintenance in Bryophytes.

We next wished to address the hypothesis that the newly identified set of ancestral AM symbiosis-associated genes are functionally required for AM symbiosis throughout land plants. We concentrated on the *M. paleacea* ortholog of *ARK*, which is exclusively present in AM symbiosis-competent land plants (Fig. 3*A*), and generated CRISPR/Cas9-edited *Mpa_ark* mutants (Fig. 4*B* and *SI Appendix*, Fig. S4*A*).

**Fig. 4.**
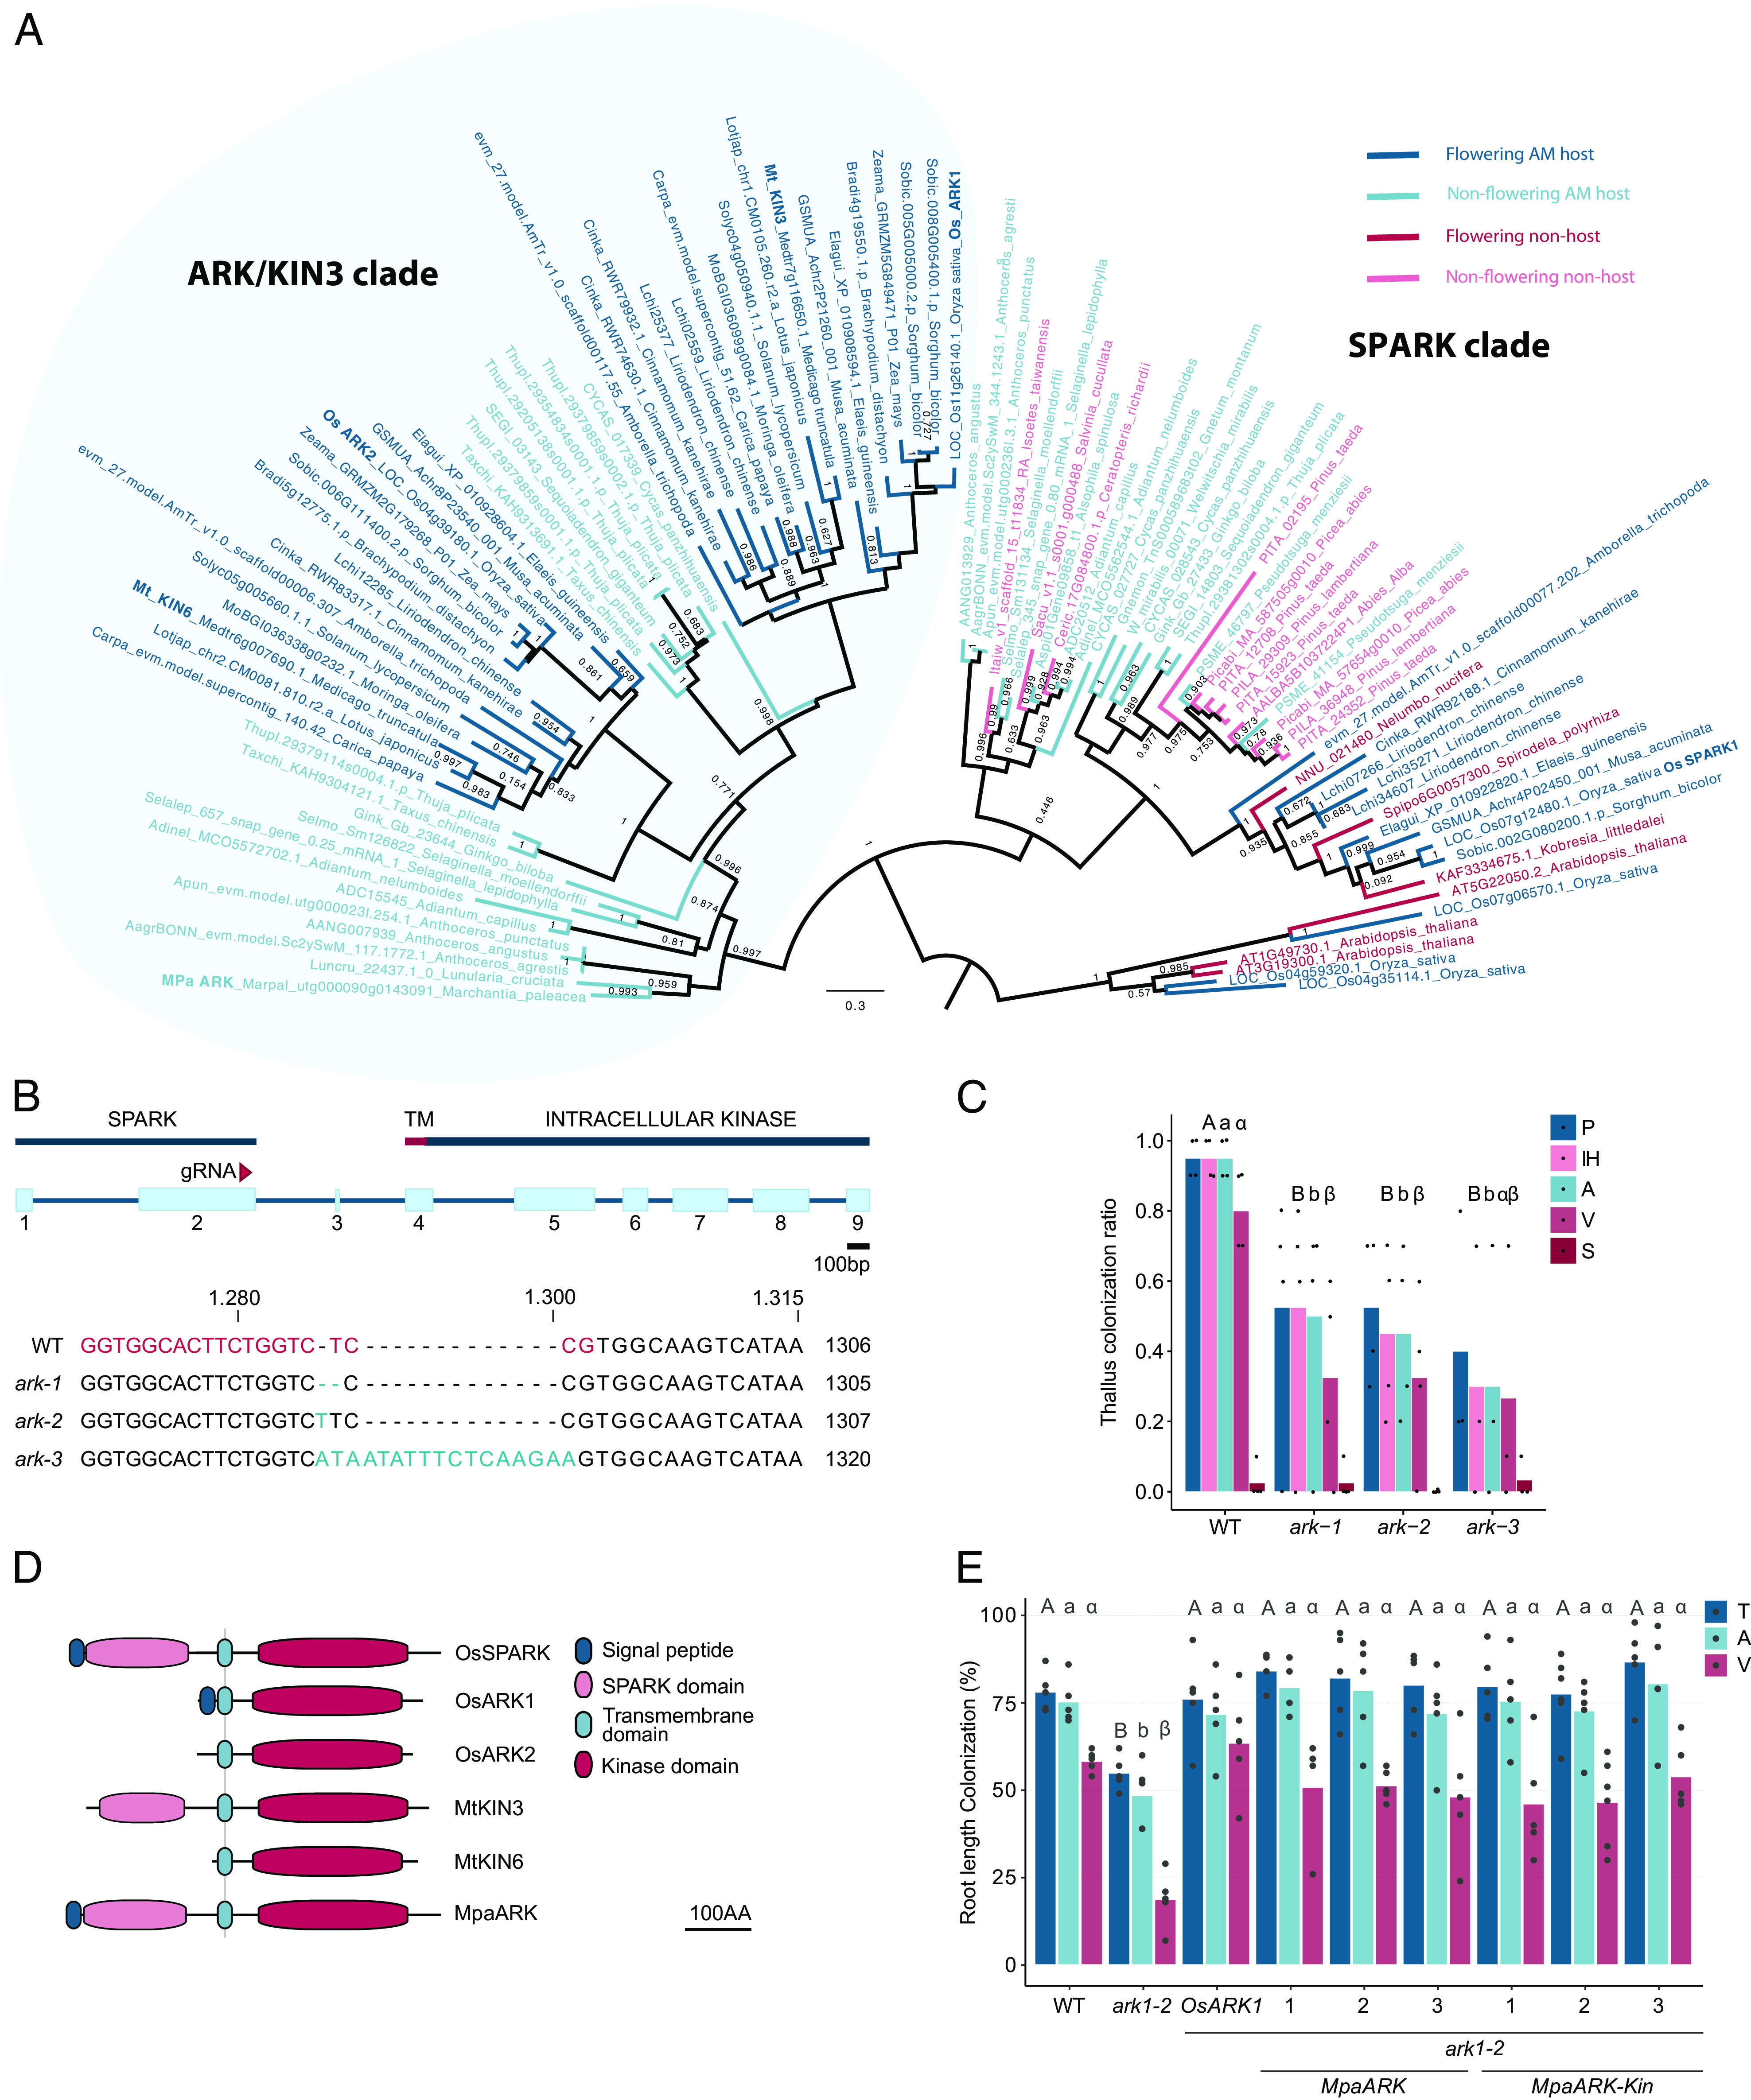
The function of *ARK* in AM symbiosis is evolutionarily in land plants. (*A*). Phylogenetic tree of the URK-2 RLK subfamily comprising the ARK and the SPARK clades. Bootstrap values of important nodes are shown; Dark blue = Angiosperm, Host; Light blue = Nonflowering plant, Host; Magenta = Angiosperm, Nonhost; Pink = Nonflowering plant, Nonhost. (*B*) *MpaARK* gene structure and alignment of independent editing events in three *Mpa_ark* KO lines; exons are boxed and numbered; the position of the gRNA binding site is highlighted by a magenta arrow and magenta text, mutations are highlighted in teal; TM = alpha-helix transmembrane domain. (*C*) AM symbiosis phenotype of WT and *ark* mutant *M. paleacea* thalli at 10 WPI with *R. irregularis*; P = pigment, IH = intracellular hyphae, A = arbuscules, V = vesicles, S = spores; each bar indicates the average ratio of observations of the respective fungal structure over a total of 10, all biological replicates shown; Kruskal–Wallis test was performed to assess significant differences between genotypes, followed by post hoc pairwise comparison using Wilcoxon Rank Sum Test; independent genotypes are grouped into significance classes based on test statistics: Different letters represent significant difference (Wilcoxon Rank Sum, *P*-value > 0.05), “ab” is not significantly different from either “a” or “b.” (*D*) Schematic representation of ARK and SPARK protein structures in *M. paleacea*, *M. truncatula,* and rice. ARK1 and ARK2 in monocots and KIN6 (ARK2) in *M. truncatula* have lost their SPARK domain, which is retained in the homologous SPARK1 clade (31). (*E*) Assessment of the AM symbiosis phenotype of WT, *ark1*−/−, *ark1^OsARK^*, *ark1^MpaARK^*, *and ark1^MpaARK-Kinase^* rice lines inoculated with *R. irregularis,* after 9WPI; each bar indicates the average percentage value of the fungal structure, all biological replicates are shown; T = total colonization, A = arbuscules, V = vesicles; An ANOVA test was performed to compare each fungal structure across genotypes, followed by post hoc comparison using a Tukey's honest significant difference (HSD) test. Different letters represent significant difference (Tukey HSD, *P*-value < 0.05).

Nonseed plants share a single copy of *ARK*, while an ancient genome duplication in spermatophytes gave rise to *ARK1* and its closest paralog *ARK2* (Fig. 4*A*) (30). We generated three CRISPR/Cas9 lines carrying indel mutations in the second exon of *MpaARK* (Fig. 4*B*), leading to a premature stop codon ahead of the protein’s transmembrane domain (*SI Appendix*, Fig. S4*A*). Inoculation with *R. irregularis* resulted in 30 to 50% of thallus colonization in all *Mpa_ark KO* alleles, relative to >90% colonization of wild-type *M. paleacea* after 10WPI (Kruskal–Wallis, *P* < 0.05) (Fig. 4*C*). Vesicles occupied 80% of the length of wild type thalli but were only present along 30% thallus length in the three independent *ark* mutant lines (Fig. 4*C*) while arbuscule morphology was equivalent to wild type in all colonized *Mpa_ark* lines (*SI Appendix*, Fig. S6). The *M. paleacea ark* phenocopies rice *ark1* and *ark2*, displaying lower colonization levels, especially for vesicles, while maintaining wild-type arbuscule morphology (30, 32). These findings indicate that the requirement for *ARK* to maintain fungal vigor is evolutionarily conserved across angiosperms and bryophytes.

To address functional conservation, we examined whether the *M. paleacea* ortholog of *ARK1/ARK2* could functionally complement the rice *ark1* mutant. The predicted protein sequence of *MpaARK* encodes an extracellular SPARK (similar protein to ARK) domain, followed by an alpha-helix transmembrane domain and an intracellular active kinase domain (Fig. 4*D*). Monocot *ARK* genes have lost their extracellular *SPARK* domain, which is instead retained in the closely related *SPARK1* clade (Fig. 4*D*) (30). As *MpaARK* encodes a SPARK domain, two variants of the construct were designed, to include 1) the full-length *MpaARK* or 2) the signal peptide, transmembrane, and kinase domains of *MpaARK*, mimicking the domain structure of *OsARK1* (*MpaARK-Kin*) (*SI Appendix*, Fig. S4*B*). As previously reported (32), colonization levels in rice *ark1* were significantly reduced (Fig. 4*E*), which was particularly pronounced for vesicles with 18.8% in the mutant relative to 58.4% in the wild type (TukeyHSD, *P* < 0.05) (Fig. 4*E*). This stark reduction in colonization was fully restored to wild type levels when either wild type *OsARK1*, the full-length *MpaARK*, or the kinase-only *MpaARK-Kin* were introduced in the *ark1* mutant background (TukeyHSD, *P* > 0.05) (Fig. 4*E*). Both the full-length and the kinase-only *MpaARK* sequences also complemented the vesicle phenotype of *ark1* to the same degree as *OsARK1* (TukeyHSD, *P* > 0.05) (Fig. 4*E*), suggesting that the molecular function of this kinase is evolutionarily conserved. Arbuscule morphology was akin to wild type across all genotypes and root types observed, as previously reported for rice *ark1* (30, 32). The combined findings from phylogenetic analysis, transcriptomics, and experimental data presented in this research indicate that the essential role of ARK in regulating symbiotic balance is ancestral to land plants.

## Discussion

We identified a core AM symbiosis genetic programme of 56 genes conserved across land plants, from bryophytes to angiosperms. Overlaying comparative transcriptomic data with phylogenetic analysis further corroborated that a large portion of these genes is also induced during liverwort *M. paleacea* symbiosis, providing evidence for their activity in bryophyte symbiosis. Our findings are supported by earlier phylogenetic studies, which collectively identified 24 of these 56 ECGFs to be conserved in bryophytes (13, 36, 51–53). Among these, functional conservation in bryophyte symbiosis was recently confirmed for the Calcium- and Calmodulin-dependent protein Kinase *CCaMK/DMI3* (13), the transcription factors *CYCLOPS/IPD3* (13) and *MpaWRI* (*MtERF1*) (35), and the strigolactone biosynthesis genes *MAX1*, *CCD8,* and *ZAS* (34).

We found several orthologs of PAM-intrinsic proteins to be conserved in *M. paleacea*, which pushes back the core genetic program associated with arbuscule development and functioning to the MRCA of land plants. In particular, the conservation of the symbiotic ammonium transporter *AMT2* (54) and the symbiotic phosphate transporter *PT4* (24, 25, 55), coupled with evidence that *M. paleacea* is capable of taking up symbiosis-derived phosphate and nitrogen (22), suggests that the molecular mechanisms for symbiotic nutrient uptake are conserved across land plants. 

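AMT2 (Marpal_utg000013g0032291) had 2 reads in the 4 mock and 323 in the 4 mycorrhizal libraries at 11 WPI in the order of Code S01, a ratio of 547 after scaling to library size (exact 95% counting interval from 150 to 4540), and was called with an adjusted p of 1.43e-05 (edgeR). By header its log2 fold change was 6.27 (standard error 0.95, adjusted p = 8.94e-05, edgeR), and it was not called with library set as a term in edgeR or DESeq2. For PT4 (Marpal_utg000069g0117021), 28 reads were counted at 11 WPI in the mycorrhizal library headed MYC11W_S30, which is 22.0 CPM, and none in the other 3 mycorrhizal libraries. No read was counted in the mock libraries of 11 WPI in the order of Code S01, and pooled over each group the gene was at least 31.6-fold higher in the mycorrhizal libraries, with 3 reads taken for the mock group. PT4 was not called by edgeR (adjusted p = 0.0578), and its value at 11 WPI rests on that 1 library: without it, neither group had a read. It was called without the library headed MYC11W_S19 or MYC11W_S29, and among genes with mostly whole values (adjusted p = 0.0336, edgeR), while its adjusted p ranged from 0.0336 to 0.377 over the alternatives. By header PT4 (Marpal_utg000069g0117021) had 4 reads in mock, all in the library headed C11W_S20, and the same 28 in mycorrhizal libraries, a ratio of 29.7 (exact 95% counting interval from 10.4 to 117). It was not called by edgeR (adjusted p = 0.0524, and 0.0438 to 1 over the alternatives), but it was called among genes with mostly whole values and without any one of 5 libraries. Its fitted fold change changed sign without the library of the 28 reads. In the order of Code S01, PT4 was also seen at 8 WPI in the mycorrhizal libraries headed MYC5W_S40, MYC5W_S35 and MYC5W_S32. These had 0.193, 0.910 and 0.947 CPM, with no read in MYC5W_S23 or the mock libraries. At 5 WPI it had 0.768 CPM in the mycorrhizal library headed C11W_S20 and 0.193 CPM in the mock library headed C5W_S3. By header, the libraries headed MYC5W are mycorrhizal libraries at 5 WPI.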

Despite previous studies suggesting that phosphate transporters in flowering plants and liverworts have independent origins (36), our analyses point toward a shared origin, indicating that these transporters are in fact orthologs.

Of the 56 ECGFs in *M. paleacea* identified here, 14 lost the ortholog in the symbiosis-incompetent *M. polymorpha*. The early loss of these genes after mutualism abandonment across land plants strongly suggests that their biological function is solely required for AM symbiosis. On the other hand, a second set of 16 genes were found to be symbiosis-specific in angiosperms (21) but conserved across both AM-competent and AM-incompetent bryophytes. The presence of these genes in AM-incompetent bryophytes suggests that they might be required for biological functions that are independent of symbiosis. This is the case for the closest homolog of *VAPYRIN* (*VPY*), *VPY-like*. *VPY-like* is conserved in mycorrhizal angiosperms (40), however, the gene is required for the regulation of a gametophyte developmental stage in the symbiosis-incompetent bryophyte *Physcomitrella patens* (56). *VPY* and other genes within this subgroup might be similarly required in bryophytes for processes other than AM symbiosis, which disappeared in the tracheophyte lineage after the switch from a gametophyte- to a sporophyte-dominant life cycle. Given the recent loss of AM symbiosis in *M. polymorpha* (70.7 to 5 mya) (57), it is also possible that the genetic sequences retained in this nonhost liverwort are undergoing early stages of pseudogenization, as it was previously reported for *CCaMK/DMI3* (13).

Remarkably, orthologs of *ARK* are required to sustain AM symbiosis in *M. paleacea*, rice, and *M. truncatula,* and *ark1* mutants are distinctly characterized by a diminished presence of fungal vesicles in colonized tissue (21, 30). Moreover, the ability of *MpaARK* to fully restore fungal colonization in rice *ark1* mutants confirms that its signaling function is conserved across more than 450 million years of plant evolution and that *ARK* was a component of AM symbiosis in its ancestral form. Therefore, the yet undisclosed mechanism by which *ARK* ensures fungal fitness during symbiosis establishment, but post arbuscule development, is ancestral to land plants. In addition, full-length MpaARK does not hinder downstream signaling at the rice PAM, since the native *MpaARK* sequence was able to rescue the mutant phenotype of *ark1* to the same degree as its variant missing the SPARK domain. We conclude that loss of the SPARK domain from monocot *ARK* genes reflects a decreased reliance on *ARK* for extracellular signaling, a function that may however be provided by other SPARK domain–containing proteins in rice (30).

In summary, this research has revealed an unparalleled degree of conservation across all terrestrial plants of the genetic machinery that underpins AM symbiosis and of its transcriptional regulation. Our data support the view that the common ancestor of embryophytes possessed most of the essential molecular tools required for AM symbiosis as we know it today, as evidenced by the unaltered molecular function of the MpaARK kinase after more than 450 million years of evolution and diversification. The strong natural selection under which *ARK* has been maintained for this extensive period of time is not only indicative of the central importance of its signaling role but also reflecting the substantial benefit that AM symbiosis has provided to land plants throughout their evolution.

## Materials and Methods

### Summary of Plant Material and Growth Conditions for Mycorrhizal Assays.

*M. paleacea* wild type corresponded to the earlier published accession (13). All rice material arose in the *Oryza sativa* ssp. japonica cv. Nipponbare background. For AMS colonization, 4-wk-old *M. paleacea* thalli were transferred to sand pots and inoculated with 4% *R. irregularis* "crude" inoculum (see extended methods in *SI Appendix*). Plants were grown at 22 °C, 16 h day/night cycle with a light intensity of 200 μmol m^−2^ s^−1^ PAR. *M. paleacea* plants were watered three times per week with “artificial rainwater solution” (pH 5.8) (4). For AMS colonization of *O. sativa*, germinated seedlings were transferred into cones containing sand mixed with 300 axenic spores of *R. irregularis*. Rice plants were fertilized twice weekly with Hoagland Solution containing 25 µM KH_2_PO_4_ and grown in 12 h day/night cycles at 28/20 °C and 60% humidity.

The extent of fungal colonization was determined by trypan blue staining. For rice, the previously published protocol was used (32). For *M. paleacea*, thalli were harvested and incubated overnight in 10% (w/v) potassium hydroxide, washed three times with ddH_2_0, incubated in 0.3 M HCl for 15 min at room temperature, then incubated overnight in staining solution [50% (v/v) lactic acid, 25% (v/v) glycerol, 25% (v/v) ddH_2_0, 0.1% (w/v) trypan blue]. For sectioning, stained samples were incubated in destaining solution [50% (v/v) lactic acid, 25% (v/v) glycerol, 25% (v/v) ddH_2_0] for 1 h, then embedded in 3.5% (w/v) agarose gel. Three transverse sections (200 μm) were taken at each of 10 equally distanced positions spanning the length of each thallus, using a Hyrax V50 vibratome (Zeiss, Oberkochen, Germany). Three sections per position were imaged under a Labophot light microscope (Nikon, Minato, Japan) (*SI Appendix,* Fig. S2). For each biological replicate, fungal structures and cell-wall pigment accumulation were quantified by counting their presence or absence at each of the 10 transverse positions imaged. The thallus colonization ratio of biological replicates was calculated by dividing the total number of observations of each structure (x) over the total number of transverse positions imaged (x/10). The following morphological characteristics were quantified with the above method: cell-wall pigment, intracellular hyphae, arbuscules, vesicles, and spores.

Materials and methods are comprehensively detailed in *SI Appendix*.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S05

Code S01 (R)

## Data Availability

Transcriptome data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GSE245702) (58).

# Supplementary material for: The receptor-like kinase ARK controls symbiotic balance across land plants
**Source:** Proc Natl Acad Sci U S A. 2024 Jul 16;121(30):e2318982121. doi: 10.1073/pnas.2318982121
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

The receptor-like kinase ARK controls symbiotic balance across land plants.

Mara Sgroi<sup>a</sup>, David Hoey<sup>b</sup>, Karina Medina Jimenez<sup>c</sup>, Sarah L. Bowden<sup>d</sup>, Matthew Hope<sup>d</sup>, Emma J. Wallington<sup>d</sup>, Sebastian Schornack<sup>b</sup>, Armando Bravo<sup>c</sup> and Uta Paszkowski<sup>a</sup>

<sup>d</sup> NIAB, 93 Lawrence Weaver Road, Cambridge, CB3 0LE, United Kingdom

\*Mara Sgroi and Uta Paszkowski.

### This PDF file includes:

- Supporting text
- Figures S1 to S6
- Tables S1 to S6
- Legends for Datasets S1 to S3
- SI References

### Other supporting materials for this manuscript include the following:

- Datasets S1 to S3

## Extended Methods

### Plant materials and growth conditions

*Marchantia paleacea* wild-type plants were grown axenically on half-strength Gamborg B5 medium (pH 5.8) (Duchefa Biochemie, Haarlem, The Netherlands) on 0.8% (w/v) agar. Plants were grown at 22 °C, with a continuous light intensity of 100  $\mu\text{mol m}^{-2} \text{s}^{-1}$  photosynthetically active radiation (PAR). All rice material used in the present study is in *Oryza sativa* ssp. japonica cv. Nipponbare background. The *ark1* TOS17 retro-transposable element-generated insertion allele used in this study corresponds to the previously characterized *ark1-2* mutant line (NF4582) (1, 2). All *OsARK* and *MpaARK* complementation lines were generated in the mutant *ark1-2* background as described below. *O. sativa* seeds were de-husked and sterilized by washing in 70% (v/v) ethanol followed by incubation with 3% (v/v) sodium hypochlorite solution on a platform shaker (Schwabach, Germany) at room temperature (20 min). Seeds were rinsed three times with autoclaved  $\text{ddH}_2\text{O}$  before sowing on 0.6% (w/v) agar plates. Seeds were germinated in the dark at 30°C for four days. For seed propagation, seedlings were planted in 0.5L sand pots and watered once a week with RO water and twice a week with half-strength Hoagland solution containing 25  $\mu\text{M}$   $\text{KH}_2\text{PO}_4$  and 0.01% (w/v) iron supplement Sequestrene Rapid (Syngenta, Basel, Switzerland). Plants were grown with a 12 h day/night cycle at 28/20 °C in 60% relative humidity.

### AMS colonization assay

For AMS colonization of *M. paleacea*, 4-week-old *M. paleacea* thalli were transferred to sand pots (5 × 5 × 6 cm, W × L × H). The AMS pots were inoculated with 4% *R. irregularis* crude inoculum, the mock-inoculated control treatment pots were inoculated with twice-autoclaved 4% (v/v) *R. irregularis* crude inoculum. Crude inoculum was produced by prolonged co-culture of *Tagetes multiflora* and *R. irregularis* (DAOM197198) spores in sand ((3). Inoculated and mock-inoculated plant pots were placed in trays fitted with a closed plastic dome. Plants were grown at 22 °C, 16h day/night cycle with a light intensity of 200  $\mu\text{mol m}^{-2} \text{s}^{-1}$  PAR. *M. paleacea* plants were watered three times per week with “artificial rainwater solution” (pH 5.8) (4). For AMS colonization of *O. sativa*, germinated seedlings were transferred into cones (2.5 cm x 12 cm, R x H) containing sand mixed with 300 spores of *R. irregularis* extracted from *Agrobacterium rhizogenes*-transformed carrot hairy root cultures (5).

For trypan blue staining of fungal structures in *M. paleacea*, thalli were harvested at 5, 8 and 11WPI and rinsed in  $\text{ddH}_2\text{O}$ . Thalli were incubated overnight in 10% (w/v) potassium hydroxide, washed 3 times with  $\text{ddH}_2\text{O}$ , incubated in 0.3 M HCl for 15 min at room temperature, then incubated overnight in staining solution [50% (v/v) lactic acid, 25% (v/v) glycerol, 25% (v/v)  $\text{ddH}_2\text{O}$ , 0.1% (w/v) trypan blue]. For sectioning, stained samples were incubated in de-staining solution [50% (v/v) lactic acid, 25% (v/v) glycerol, 25% (v/v)  $\text{ddH}_2\text{O}$ ] for 1 hour, then embedded in

3.5% (w/v) agarose gel. Three transverse sections (200µm) were taken at each of 10 equally distanced positions spanning the length of each thallus, using a Hyrax V50 vibratome (Zeiss, Oberkochen, Germany). Three sections per position were imaged under a Labophot light microscope (Nikon, Minato, Japan) (Fig. S2). For each biological replicate, fungal structures and cell-wall pigment accumulation were quantified by counting their presence or absence at each of the 10 transverse positions imaged. The thallus colonization ratio of biological replicates was calculated by dividing the total number of observations of each structure (x) over the total number of transverse positions imaged (x/10). The following morphological characteristics were quantified with the above method: cell-wall pigment, intracellular hyphae, arbuscules, vesicles, spores.

For trypan blue staining of fungal structures in *O. sativa*, roots were harvested after 7WPI and incubated at 95°C in 10% (w/v) potassium hydroxide (KOH) for 30 min, washed 3 times with ddH<sub>2</sub>O and incubated in 0.3M HCl at room temperature for 60 min. The roots were removed from HCL and incubated in staining solution (50% (v/v) lactic acid, 25% (v/v) glycerol, 25% (v/v) diH<sub>2</sub>O, 0.1% (w/v) Trypan Blue) at 95°C for 8 min. The staining solution was removed and the root pieces were washed in acidic glycerol (50% (v/v) glycerol, 50% (v/v) 0.3M HCl) to remove excess stain. Ten 2-cm root pieces per biological replicate were mounted onto a glass slide and quantified with a brightfield microscope according to a modified gridline intersect method: the presence of AM fungal structures was recorded along 100 different visual fields using a GXM-L2800 microscope (GT Vision, Stanfield, United Kingdom) and expressed as percentage of the total root length observed (6). For imaging of *M. paleacea* AM colonized sections under confocal laser scanning microscopy (CLSM), 200µm sections were treated with Wheat Germ Agglutinin (WGA)-Alexa Fluor™ 488 (Invitrogen, Carlsbad, USA) exhibiting far-red fluorescence. Sections taken using a Hyrax V50 vibratome (Zeiss, Oberkochen, Germany) and incubated in 50% (v/v) ethanol for one hour. Ethanol was removed and 20% (w/v) KOH solution added. After two days, KOH was removed and sections were rinsed with diH<sub>2</sub>O then submerged in 0.1 M HCL for 1 hour. Roots were then rinsed with 1× phosphate-buffered saline (PBS, pH 7.4) solution and incubated at 4°C in the dark for one week in a 0.2 µg mL<sup>-1</sup> WGA-Alexa Fluor™ 488 solution in 1× PBS. Visualization of roots took place using a Leica STELLARIS 8 FALCON (Leica Microsystems, Wetzlar, Germany). WGA-Alexa Fluor™ 488 was detected using WLL with an excitation wavelength of 488 nm (10% laser power), emitted wavelengths were collected at 491-533 nm. To detect autofluorescence, an excitation wavelength of 441 nm was used (10% laser power) and emitted wavelengths were collected at 770-790 nm.

### Statistical analysis

For pairwise comparisons, sample normal distribution was tested with a Shapiro-Wilk test(7) and equality of variances was assessed with Bartlett's test. The means of samples with normal distribution and equal variances were compared with a Student's T-test (8). The statistical

difference of samples with non-normal distribution and/or unequal variances were tested with a Mann–Whitney U test(9). Statistically significant differences between multiple groups were assessed using an ANOVA followed by a Tukey's honest significant difference test. If the assumptions of ANOVA were not met by the dataset, statistically significant differences were assessed using the non-parametric Kruskal-Wallis test followed by a pairwise Wilcox post-hoc test. All tests were performed in R (v 4.1.2.). For all tests, the null hypothesis was rejected with a p-value threshold of 0.05. Every graph displays all data points. The exact statistical test used for each dataset is indicated in the corresponding figure legend.

### **RNA extraction and gene expression analysis by qRT-PCR**

For the AMS *M. paleacea* time-course RNAseq and for its independent validation experiment, samples were grown as described in the “AMS colonization assay” section. Samples were harvested after 5, 8 and 11 WPI, washed in distilled water and fixed in ice-cold 100% methanol. For each biological replicate, four thalli were collected and pooled together for subsequent analysis. To maximize the ratio of colonized to non-colonized tissue in each sample, the midribs of collected thalli were excised to remove apical notches, lateral margins and gemma cups as these structures are not colonized by AMS fungi (10). After sectioning, the midribs were washed 3x in ice cold Phosphate-buffered saline (pH 7.4) and snap frozen in liquid nitrogen. The excised midribs were ground in liquid nitrogen with mortar and pestle and total RNA was extracted using PureLink™ Plant RNA Reagent (Thermo Fisher Scientific, Waltham, USA), following manufacturer's instructions. 2% (w/v) polyvinylpyrrolidone (PVP40) was added to the Plant RNA Reagent mixture before extraction to improve RNA purity.

To remove contaminating genomic DNA, one µg of each total RNA sample was treated with Turbo DNA-free DNase (Invitrogen-Thermo Fisher Scientific, Waltham, USA), following manufacturer's instructions. RNA purity was confirmed by PCR with primers spanning the promoter region of *M. paleacea* *CYCLOPHILIN-B* (Marpal\_utg000098g0147841) or the genomic sequence of *O. sativa* *GAPDH* (LOC\_Os08g03290) (Table S1). For qRT-PCR applications, RNA integrity was measured by electrophoresis of 300 ng total RNA in 2.5% (w/v) agarose gel. cDNA was synthesized using SuperScript™ II Reverse Transcriptase according to the manufacturer protocol (Invitrogen, Carlsbad, USA). The total cDNA obtained was diluted 4 folds, then used as a template for qRT-PCR reactions.

The primers in Table S2 were used to amplify the cDNA of their respective target genes by qRT-PCR, with 3 technical replicates per sample, using a standard GoTaq® G2 Flexi reaction mix (Catalog #M7801, Promega, Wisconsin, United States). The qPCR cycle settings were described previously (11). qRT-PCR was performed by measuring the intensity of SYBR Green Fluorescent dye using a C1000 Thermal Cycler with a CFX96 or CFX384 real-time detection system (Bio-Rad Laboratories, Hercules, USA). For each *M. paleacea* sample, the average relative transcript

levels of three technical replicates were normalized against the geometric mean of tree *M. paleacea* housekeeping genes - *MpaACT* (Marpal\_utg000003g0005811), *MpaAPT* (Marpal\_utg000039g0074951), *MpaELF5* (Marpal\_utg000040g0077401) - (Table S2). Expression values are displayed as a function of *MpaACT*.

### **RNAseq library preparation**

For sequencing applications, RNA integrity was assessed using an RNA 6000 pico kit on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, USA) and RNA samples with RIN score  $\geq 8$  were processed into cDNA libraries. cDNA library preparation was performed using 1.1µg of total RNA with a TruSeq Stranded mRNA Library High Throughput Kit (Illumina, San Diego, USA) according to manufacturer's instructions (Catalog #RS-122-9004, DOC, Part #15031047 Rev.E). Library quality was assessed using a DNA1000 chip on a Bioanalyzer 1200 (Agilent Technologies, Santa Clara, USA) and library quantities were measured with a Qubit dsDNA BR Assay Kit (Thermo Fisher Scientific, Waltham, USA). 

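The deposited table holds 22 libraries of this assay, fewer than the number of samples that the paper reports as sequenced. The median total of estimated reads per library, in the order of Code S01, was 6954396 in mock and 5843874 in mycorrhizal thalli at 5 WPI, 6174413 and 5790656 at 8 WPI, and 5028874 and 1266295 at 11 WPI. The deepest library is the one headed MYC5W_S35. These totals set the level below which a gene cannot be seen in one library: where no read was counted, 3 reads remain possible, which is 0.182 CPM in the deepest library and 3.10 CPM in the shallowest, and 1.53 to 2.86 CPM in the mycorrhizal libraries at 11 WPI. Such limits and the counting intervals cover counting error only, since reads without molecular identifiers can come from one molecule.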

A total of 24 samples from the AMS colonization assay (*R. irregularis* or mock-inoculated conditions, three time points, 3-5 biological replicates) were multiplexed and sequenced on a NextSeq500 (Illumina, San Diego, California, USA) as a 2 × 75nt paired-end run (10 million reads per sample). The NextSeq500/550 High Output v2 Kit (FC-404-2005, Illumina, San Diego, USA) was used for sequencing.

### **CRISPR/Cas9 constructs and characterization**

The CRISPR/Cas9 construct used for targeted gene knock-out in *M. paleacea* was adapted from a previously described construct (*pMpGE010*) designed for gene KO in *M. polymorpha* (12). SgRNA sequences were designed to induce CRISPR-mediated gene editing of the first or second exon of the target gene *MpaARK*. All gRNAs were designed using the CRISPR gDNA Design feature of Geneious® 11.0.4 (13). The best sgRNA sequence (*Mpa\_ARK3*) was selected based on its lack of off-target activity (Specificity score = 99.16%) using the *M. paleacea* genome ([https://www.ncbi.nlm.nih.gov/datasets/genome/GCA\\_014180765.2](https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_014180765.2)) as off-target database. The sgRNA was also selected based on highest predicted probability of success in gene editing, which was computed by Geneious using a predictive model of sgRNA on-target activity (on-target activity score = 0.55) (14). sgRNA was cloned into the *pMpGE010* destination vector according to the method described in (12, 15).

### **Rice complementation constructs**

The *MpaARK* (Marpal\_utg000090g0143091) coding sequence was codon-optimized *in silico* for rice using the IDT Codon Optimization Tool (Integrated DNA Technologies, Coralville, Iowa, United States). Two versions of the rice codon-optimized *MpaARK* sequence were designed: a full length *MpaARK* and a shortened version of the *MpaARK* sequence whose SPARK domain

was removed to resemble the SPARK-less rice *ARK1* sequence (Fig. S4B). The rice codon-optimized *MpaARK* sequences were ligated *in silico* to the previously described *pOsARK1* promoter (2). For each of the two alternative vector designs (EC85141, EC85143) the full expression cassette was synthesized by GeneArt (Thermo Fisher Scientific, Waltham, USA). Each construct's expression cassette was flanked by Gateway attL1 and L2 sites, which were then used to clone the cassettes with an LR Clonase II reaction into the binary destination vector *pEW343-R1R2* containing a hyg/hpt cassette for hygromycin selection in tissue culture (Fig. S5) (Table S3). All rice plasmids were transformed into *A. tumefaciens* strain EHA105. *A. tumefaciens* strains were validated by isolating plasmid DNA, retransforming into *E. coli* and restriction digestion prior to transformation of rice callus. All hygromycin-resistant positive transformant lines harboring either *pEW429*, *pEW430* or *pGWB553+AM14pglr* inserts were potted into sand, genotyped for the presence of the correct transformation cassette (Table S3) and grown for seed setting.

### Plant transformation

*M. paleacea* constructs were transformed into *Agrobacterium tumefaciens* GV3101 (pMP90) by electroporation. For thallus transformation, *M. paleacea* was grown on M-Media (5) under continuous light ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$  PAR) at 22°C for three weeks before cutting. Transformation was then carried out using the *Agrobacterium*-mediated thallus regeneration method (16). The sucrose treatment and selection steps were carried out on ½ MS Media (pH 5.6), the latter step supplemented with cefotaxime (125  $\mu\text{g/mL}$ ) and hygromycin B (15-25  $\mu\text{g/mL}$ ). Stable transgenic lines were selected and propagated from gemmae and were genotyped from the G1 generation onwards.

All rice binary plasmids designed in this study (Table S3) and the previously described *pGWB553+AM14pglr* construct (2) were transformed using mature seed-derived callus from rice *ark1-2* mutant background (NF4582)(1, 2). Mature dehusked seeds were surface sterilized, thoroughly rinsed with sterile deionized water and air dried in a flow bench. The embryo axes were removed and seeds plated on N6DT medium essentially as previously described (17) supplemented with timentin ( $150 \text{ mg l}^{-1}$ ). Plates were sealed, cultured in the dark at 28 °C for 17 days and subcultured 4 days prior to transformation. Callus pieces were inoculated with an overnight culture of *A. tumefaciens* strain EHA105, containing the appropriate construct, resuspended in AAM medium (0.2–0.3 OD<sub>600</sub>). After 5 min, the *A. tumefaciens* suspension was removed and the inoculated callus transferred to sterile filter paper in a 9 cm petri dish. Plates were sealed with Parafilm and co-cultivated for 3 days at 25 °C/23 °C in the dark, followed by transfer to N6DT with 50 mg l<sup>-1</sup> hygromycin. Subsequent tissue culture media were essentially as described previously (18) except for the substitution of NB basic with MS salts and of cefotaxime/vancomycin with timentin, as above. Callus pieces were transferred to fresh medium

at 10-day intervals with shoots removed for rooting after approximately 4–5 weeks. Rooting was undertaken on HF medium with timentin and 25 mg l<sup>-1</sup> hygromycin. Genomic DNA was isolated from rooted plantlets (19) and plants were confirmed as transformed by multiplex PCR using primers for the hpt selectable marker gene (Hyg-UP) (Table S1) and a cyclophilin endogenous control gene (OsCYP2\_PP) (Table S1) by PCR with Faststart Taq polymerase (Roche, Basel, Switzerland) as recommended by manufacturer (annealing temperature 58°C).

### Genotyping

Genomic DNA was used as a template for genotyping by PCR with GoTaq® G2 DNA Polymerase (Promega) in a PTC-225 Peltier thermal cycler (Watertown, USA), unless stated otherwise. PCR conditions were: 95°C initial denaturation (3 min), 30 cycles of - denaturation (30s) at 95°C, annealing (60s) at temperature adjusted to the melting temperature of the primers (Table S1), extension (30-180s) at 72°C- followed by final extension (2 min) at 72°C. PCR products were run through agarose gel electrophoresis (1% w/v agarose, 1 µg mL<sup>-1</sup> ethidium bromide) at 120mV (30min) and visualized under UV light to confirm product sizes. Images were acquired using a GBox Chemi 16 Bio Imaging System (Syngene, Cambridge, United Kingdom). To confirm the genotype of CRISPR/Cas9-edited *M. paleacea* plants, PCR products were excised and purified using the NucleoSpin® Gel and PCR Clean-up kit (Macherey-Nagel, Düren, Germany) following manufacturer's instructions. A total of 250-500 ng µL<sup>-1</sup> of DNA per sample were sequenced through Sanger sequencing (Source BioScience, Cambridge, United Kingdom).

### Differential expression analysis

Raw RNAseq reads were quality-filtered to remove low quality reads using FastQC v0.12. Adaptor sequences were trimmed with Trim Galore v0.6.7 (20). All sample libraries were mapped to the *M. paleacea* reference genome ([https://www.ncbi.nlm.nih.gov/datasets/genome/GCA\\_014180765.2](https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_014180765.2)) (21) with STAR 2.7.11a (22). 

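The deposited values were not normalized. Counting with featureCounts gives whole numbers unless shared reads are set to be split, and the authors' command for it, which counts a read on each gene it overlaps, sets no such option. In 11348 of the genes tested, at most 25% of the values above 0 are not whole, and in the other 5163 genes more are. Values were rounded before each fit, except in the DESeq2 fits on truncated values.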

Mapped reads were counted with Subread (v2.0.6) using the featureCounts function (23). 

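Code S01 keeps genes with more than 10 reads summed over all libraries, and the same filter was used here. It removed 2126 of the genes in the table, 772 of which had no read in any library.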

Only genes with a minimum total of ten reads across all timepoints/conditions were considered for downstream analysis. All *M. paleacea* gene IDs mentioned in this article refer to the reference genome (21). Differential expression analysis was performed with the DESeq2 v1.22.2 (24) R package. Differentially expressed genes were identified by pairwise comparison of mock-inoculated vs. mycorrhizal samples at the same time-point, with a significance threshold of log2 fold-change > |1| and adjusted p-value < 0.05.

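The comparisons were repeated at these thresholds with DESeq2 in the order of Code S01. On values truncated to whole numbers, as in its commands, DESeq2 called 291 genes at 5 WPI, 142 at 8 WPI and 1145 at 11 WPI, and 80.4% of the last were up-regulated. Truncation was taken up after the counts from rounded values had been seen.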

### Phylogenetic analysis

A reference list of genes associated with AM symbiosis from published literature was employed to identify orthologous genes in *M. paleacea* (Table S4). These genes were subjected to individual

BLAST searches against a local protein model database containing sequences from 59 publicly available plant genomes, encompassing 29 non-seed plant genomes and 30 representative seed plant genomes (Table S5). Alignments of the top 500 BLAST hits for each gene were generated using MAFFT, and columns with fewer than 50% characters across the 500 genes were excluded. The trimmed alignments were then used to construct phylogenetic trees employing FastTree or PhyML with the wag substitution model. Visualization and color coding of the trees were accomplished using FigTree.

### **Gene ontology enrichment analysis**

GO enrichment analysis was performed with OmixBox (25), using a two-tailed Fisher's exact test with p-value correction by False Discovery Rate (FDR) control according to Benjamini-Hochberg (26). The list of enriched GO terms was further reduced by only retaining terms with the lowest hierarchical level in the GO directed acyclic graph. For each RNAseq timepoint, the set of significantly upregulated/downregulated genes was compared to the full reference *M. paleacea* transcriptome. Only GO terms with more than 4 genes in the test set were analysed and the significant threshold for GO enrichment was set as FDR < 0.05.

### **Comparative transcriptomic analysis**

*M. truncatula* orthologs of candidate *M. paleacea* genes were identified through phylogenetic analysis as described in the relevant section. For the *M. truncatula*-*M. paleacea* comparison, the expression of the *M. paleacea* ortholog in the AMS RNAseq dataset was directly compared to the expression of its *M. truncatula* orthologs at the timepoint with the strongest response to AMS in Luginbuehl *et al.*'s RNAseq dataset (27DPI) (27) (Table S6). Given the difference in methodology for the generation and analysis of the two RNAseq experiments, we adopted the list of *M. truncatula* DE genes as defined by the authors (27).

## Figures and Tables

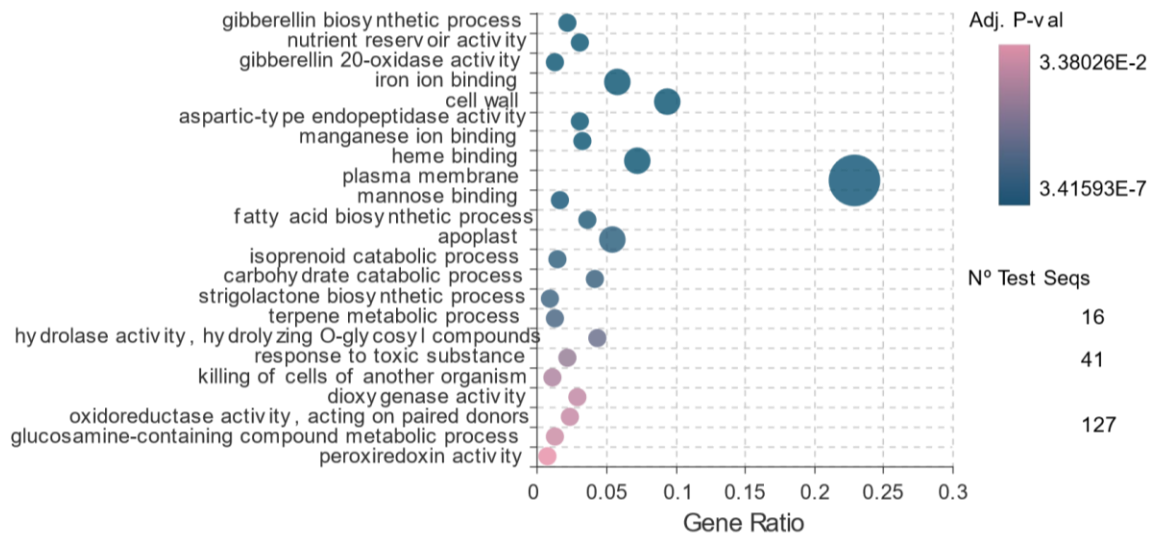

**Fig. S1. GO term enrichment of *M. paleacea* genes upregulated after 11 weeks post-inoculation with *R. irregularis*.** Enrichment analysis was performed with Fisher's exact test. Heatmap colors represent adjusted Fisher P-values for each GO term, only terms with adjusted P-value > 0.05 and at least 3 genes in the test list are considered significant.

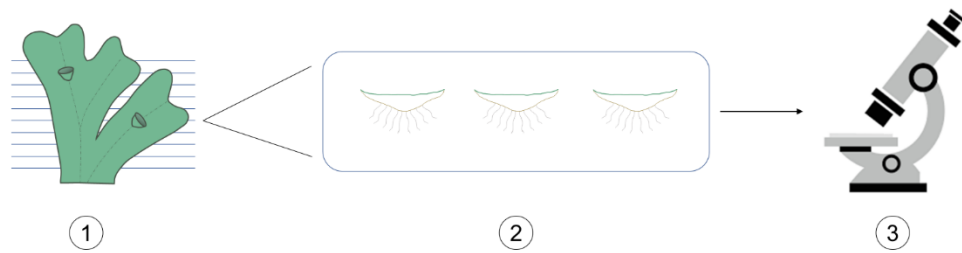

**Fig. S2. Imaging and quantitative assessment of arbuscular mycorrhizal fungal structures stained with trypan blue.** (1) Thalli are embedded in 3.5% agarose, transversal sections (200 $\mu$ m) are taken at 10 equally distanced sites spanning the length of each thallus but excluding the apical notch; (2) three representative sections are taken for each site and mounted onto a microscope slide; (3) For each slide, the presence/absence of the following structures is noted in a scoring matrix: cell wall pigment, intracellular hyphae, arbuscules, vesicles, spores.

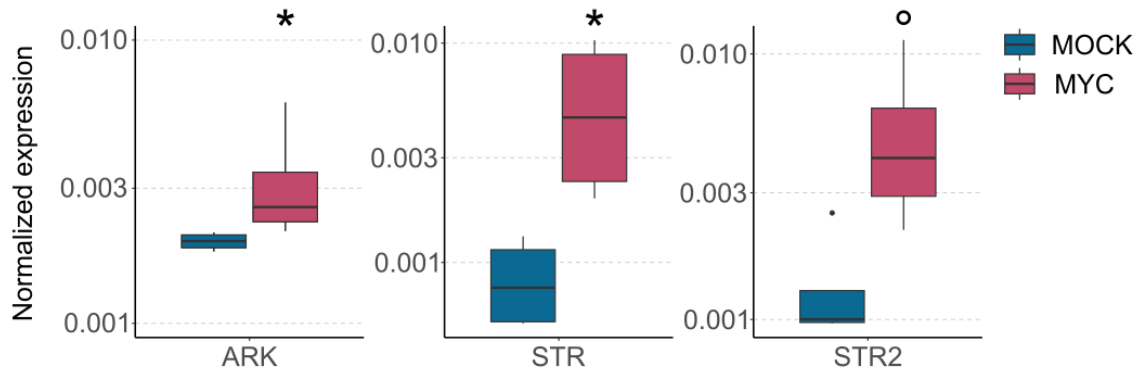

**Fig. S3. Gene expression of *M. paleacea* AMS-responsive genes to *R. irregularis* colonization at 5 weeks-post inoculation (5 WPI).** Expression levels for each gene were normalized relative to the expression of *MpaACTIN 7*; MOCK = mock-inoculated control samples; MYC= *R. irregularis* inoculated samples; n = 4. \* = Mann–Whitney U test P-value < 0.05; ° = Mann–Whitney U test P-value = 0.057.

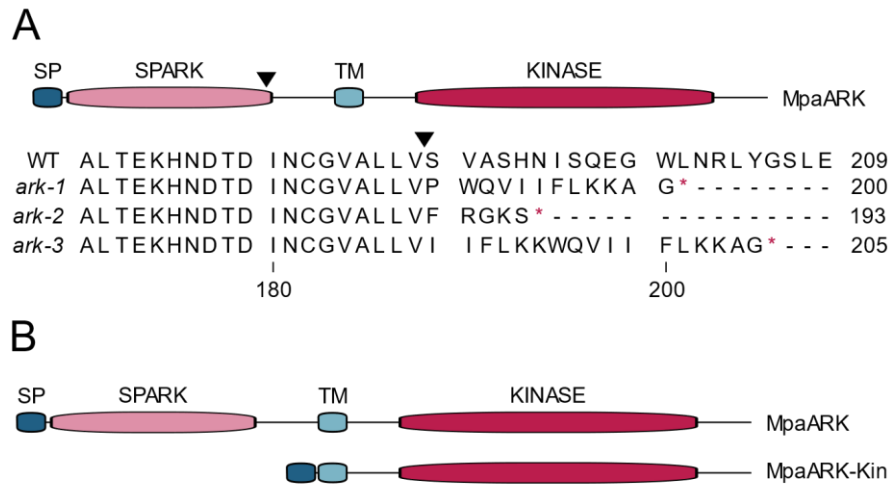

**Fig. S4. MpaARK protein structure in WT and *ark* *M. paleacea* and in complemented *O. sativa*.** (A) Predicted protein sequence change in the three independent lines harbouring nonsense mutations in the second exon of *MpaARK*; predicted premature stop codons are highlighted in magenta; Black arrow = start of frameshift, SP = signal peptide, TM = transmembrane domain. (B) Schematic representation of the codon-optimized *M. paleacea* ARK constructs designed to complement rice *ark1* mutants. All constructs are driven by the endogenous rice *ARK1* promoter. Vector EC85141 encodes the full-length *MpaARK* gene; Vector EC85143 encodes the signal peptide (SP), the transmembrane domain (TM) and the intracellular kinase domain of *MpaARK*, while the SPARK domain was removed to resemble the native *OsARK1* protein structure.

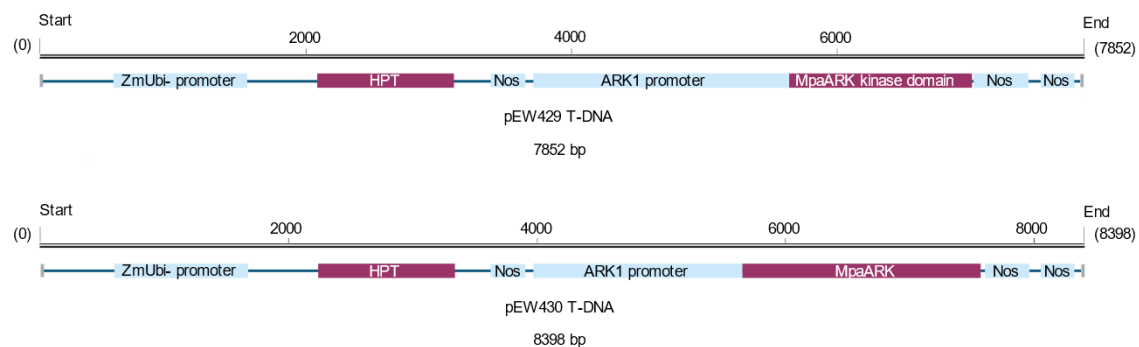

**Fig. S5. T-DNA inserts harbouring rice codon-optimized *M. paleacea* ARK sequences.** Both pEW429 and pEW430 vectors were transformed into rice *ark1-2* background; ZmUbi: *Zea mays* ubiquitin; HPT: hygromycin phosphotransferase gene.

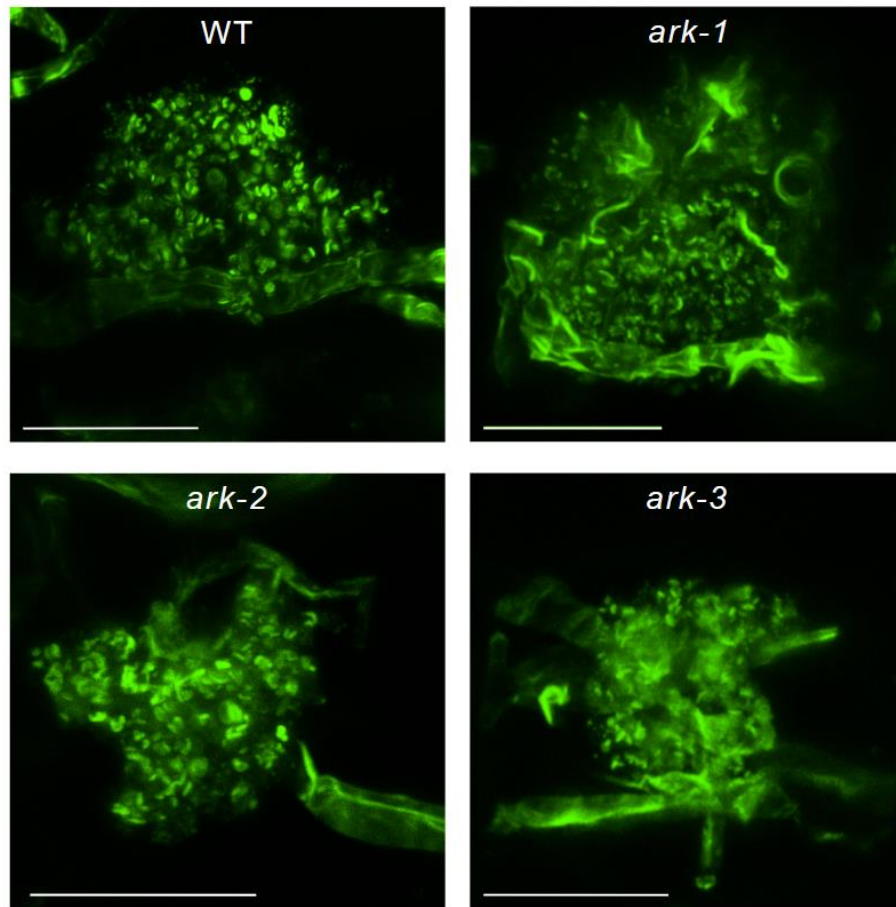

**Fig. S6. Confocal microscope images of fully developed *Rhizophagus irregularis* arbuscules in *Marchantia paleacea* thalli after 10 weeks post-inoculation.** Fungal structures were stained with wheat germ agglutinin (WGA)-Alexa Fluor 488. Representative images per genotype are provided, scale bar = 20 μm.

**Table S1. Primer pairs for genotyping *M. paleacea* and rice transformant lines.** Sequences in bold are forward primers, others represent reverse primers; **co-** rice codon optimized.

**Table S2. Primer pairs for amplification of *M. paleacea* transcripts by qRT-PCR.** Sequences in bold are forward primers, the others represent reverse primers.

**Table S3. List of constructs used to complement the mutant phenotype of rice *ark1* -/- lines.** *pOsARK1*: endogenous *ARK1* promoter; **CDS**: coding sequence; **C-Tag**: C-terminal protein tag; **mRFP**: monomeric red fluorescent protein; **Term**: transcription terminator;

**Table S5. List of genomic resources used as input for phylogenetic analysis.** AM = arbuscular mycorrhiza host; Non-AM = arbuscular mycorrhiza non-host

**Table S6. Expression pattern of *M. paleacea* and *M. truncatula* orthologs at different stages of arbuscular mycorrhiza symbiosis.** *M. truncatula* expression data (grey) was sourced from (27) ; L2FC = Log2 fold change; WPI = weeks post inoculation; DPI = days post inoculation; Log2 fold changes are only displayed for genes with adjusted p-value < 0.05 & Log2 Fold Change > |1|.

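The M. truncatula column of Table S6 is labelled as a log2 fold change, but 43 of its 122 printed values are above 20 and the largest is 22666, values that a log2 fold change of read counts cannot hold. The smallest is -1.557. Only whether a value is above 0 was used here.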

**Dataset S1. Genes differentially expressed in *M. paleacea* after 5, 8, or 11 weeks post inoculation with *R. irregularis*.** Only genes with an adjusted p-value < 0.05 and Log2 Fold Change (L2FC) > |1| at at least one time point are shown.

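Of the part of Dataset S1 analysed here, 33 genes pass the stated thresholds at 5 WPI, 12 at 8 WPI and 136 at 11 WPI by the paper's own values, so genes that pass at no time point are listed too. From the columns in the order of Code S01, DESeq2 on truncated values made the same 33, 12 and 136 calls, and edgeR made 10, 7 and 119 of them. Over these genes, which are not independent replicates, the Pearson correlation between edgeR's log2 fold changes and the paper's was 0.994 at 5 WPI, 0.988 at 8 WPI and 0.956 at 11 WPI, and with the columns grouped by header it was 0.129, -0.335 and 0.543.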

**Dataset S2. GO enrichment analysis of genes differentially expressed after 5, 8 or 11 weeks post inoculation with *R. irregularis*, reduced to most specific terms.** Significantly enriched terms (adjusted P-value < 0.05 and at least 4 genes in the test set) were identified with a two-tailed Fisher's exact test with p-value correction according to Benjamini-Hochberg.

**Dataset S3. Phylogenetic trees of 29 arbuscular mycorrhizal gene families that are conserved in angiosperms and liverwort host plants.** Phylogenies were generated using genomic data from 65 plant and algal species. Clades conserved for AM symbiosis are labeled in purple. Dark blue = Angiosperm, Host; Light blue = Non-flowering plant, Host; Magenta = Angiosperm, Non-host; Pink = Non-flowering plant, Non-host. Names of gene families are included in each phylogeny.

## SI References

1. A. Miyao, *et al.*, Target site specificity of the Tos17 retrotransposon shows a preference for insertion within genes and against insertion in retrotransposon-rich regions of the genome. *Plant Cell* (2003).
2. R. Roth, *et al.*, A rice Serine/Threonine receptor-like kinase regulates arbuscular mycorrhizal symbiosis at the peri-arbuscular membrane. *Nat Commun* (2018).
3. U. Paszkowski, T. Boller, The growth defect of *lrt1*, a maize mutant lacking lateral roots, can be complemented by symbiotic fungi or high phosphate nutrition. *Planta* (2002).
4. G. Tyler, P. A. Olsson, The calcifuge behaviour of *Viscaria vulgaris*. *Journal of Vegetation Science* (1993).
5. G. Bécard, J. A. Fortin, Early events of vesicular–arbuscular mycorrhiza formation on Ri T-DNA transformed roots. *New Phytologist* **108**, 211–218 (1988).
6. U. Paszkowski, L. Jakovleva, T. Boller, Maize mutants affected at distinct stages of the arbuscular mycorrhizal symbiosis. *Plant Journal* (2006).
7. S. S. Shapiro, M. B. Wilk, An Analysis of Variance Test for Normality (Complete Samples). *Biometrika* (1965).
8. Student, The Probable Error of a Mean. *Biometrika* (1908).
9. H. B. Mann, D. R. Whitney, On a Test of Whether one of Two Random Variables is Stochastically Larger than the Other. *The Annals of Mathematical Statistics* (1947).
10. C. P. Humphreys, *et al.*, Mutualistic mycorrhiza-like symbiosis in the most ancient group of land plants. *Nat Commun* **1**, 103 (2010).
11. C. Gutjahr, *et al.*, Arbuscular mycorrhiza-specific signaling in rice transcends the common symbiosis signaling pathway. *Plant Cell* **20**, 2989–3005 (2008).
12. S. S. Sugano, *et al.*, Efficient CRISPR/Cas9-based genome editing and its application to conditional genetic analysis in *Marchantia polymorpha*. *PLoS One* (2018).
13. M. Kearse, *et al.*, Geneious Basic: An integrated and extendable desktop software platform for the organization and analysis of sequence data. *Bioinformatics* **28**, 1647–1649 (2012).
14. J. G. Doench, *et al.*, Rational design of highly active sgRNAs for CRISPR-Cas9-mediated gene inactivation. *Nat Biotechnol* **32**, 1262–1267 (2014).
15. S. Sauret-Güeto, *et al.*, Systematic Tools for Reprogramming Plant Gene Expression in a Simple Model, *Marchantia polymorpha*. *ACS Synth Biol* (2020).
16. A. Kubota, K. Ishizaki, M. Hosaka, T. Kohchi, Efficient Agrobacterium-mediated transformation of the liverwort *Marchantia polymorpha* using regenerating thalli. *Biosci Biotechnol Biochem* (2013).
17. S. Toki, *et al.*, Early infection of scutellum tissue with Agrobacterium allows high-speed transformation of rice. *The Plant Journal* **47**, 969–976 (2006).

18. C. Sallaud, *et al.*, Highly efficient production and characterization of T-DNA plants for rice (*Oryza sativa* L.) functional genomics. *Theoretical and Applied Genetics* **106**, 1396–1408 (2003).
19. K. Berendzen, *et al.*, A rapid and versatile combined DNA/RNA extraction protocol and its application to the analysis of a novel DNA marker set polymorphic between *Arabidopsis thaliana* ecotypes Col-0 and Landsberg erecta. *Plant Methods* **1**, 1–15 (2005).
20. F. Krueger, Trim Galore!: A wrapper around Cutadapt and FastQC to consistently apply adapter and quality trimming to FastQ files, with extra functionality for RRBS data. *Babraham Institute* (2015) (September 18, 2023).
21. M. K. Rich, *et al.*, Lipid exchanges drove the evolution of mutualism during plant terrestrialization. *Science* **372**, 864–868 (2021).
22. A. Dobin, *et al.*, STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15 (2013).
23. Y. Liao, G. K. Smyth, W. Shi, featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923–930 (2014).
24. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* (2014).
25. BioBam Bioinformatics, OmicsBox - Bioinformatics made easy (2019).
26. F. Al-Shahrour, R. Díaz-Uriarte, J. Dopazo, FatiGO: A web tool for finding significant associations of Gene Ontology terms with groups of genes. *Bioinformatics* (2004).
27. L. H. Luginbuehl, *et al.*, Fatty acids in arbuscular mycorrhizal fungi are synthesized by the host plant. *Science* **356**, 1175–1178 (2017).

# Supplementary material for: The receptor-like kinase ARK controls symbiotic balance across land plants
**Source:** Proc Natl Acad Sci U S A. 2024 Jul 16;121(30):e2318982121. doi: 10.1073/pnas.2318982121

## AMPa & AMPB

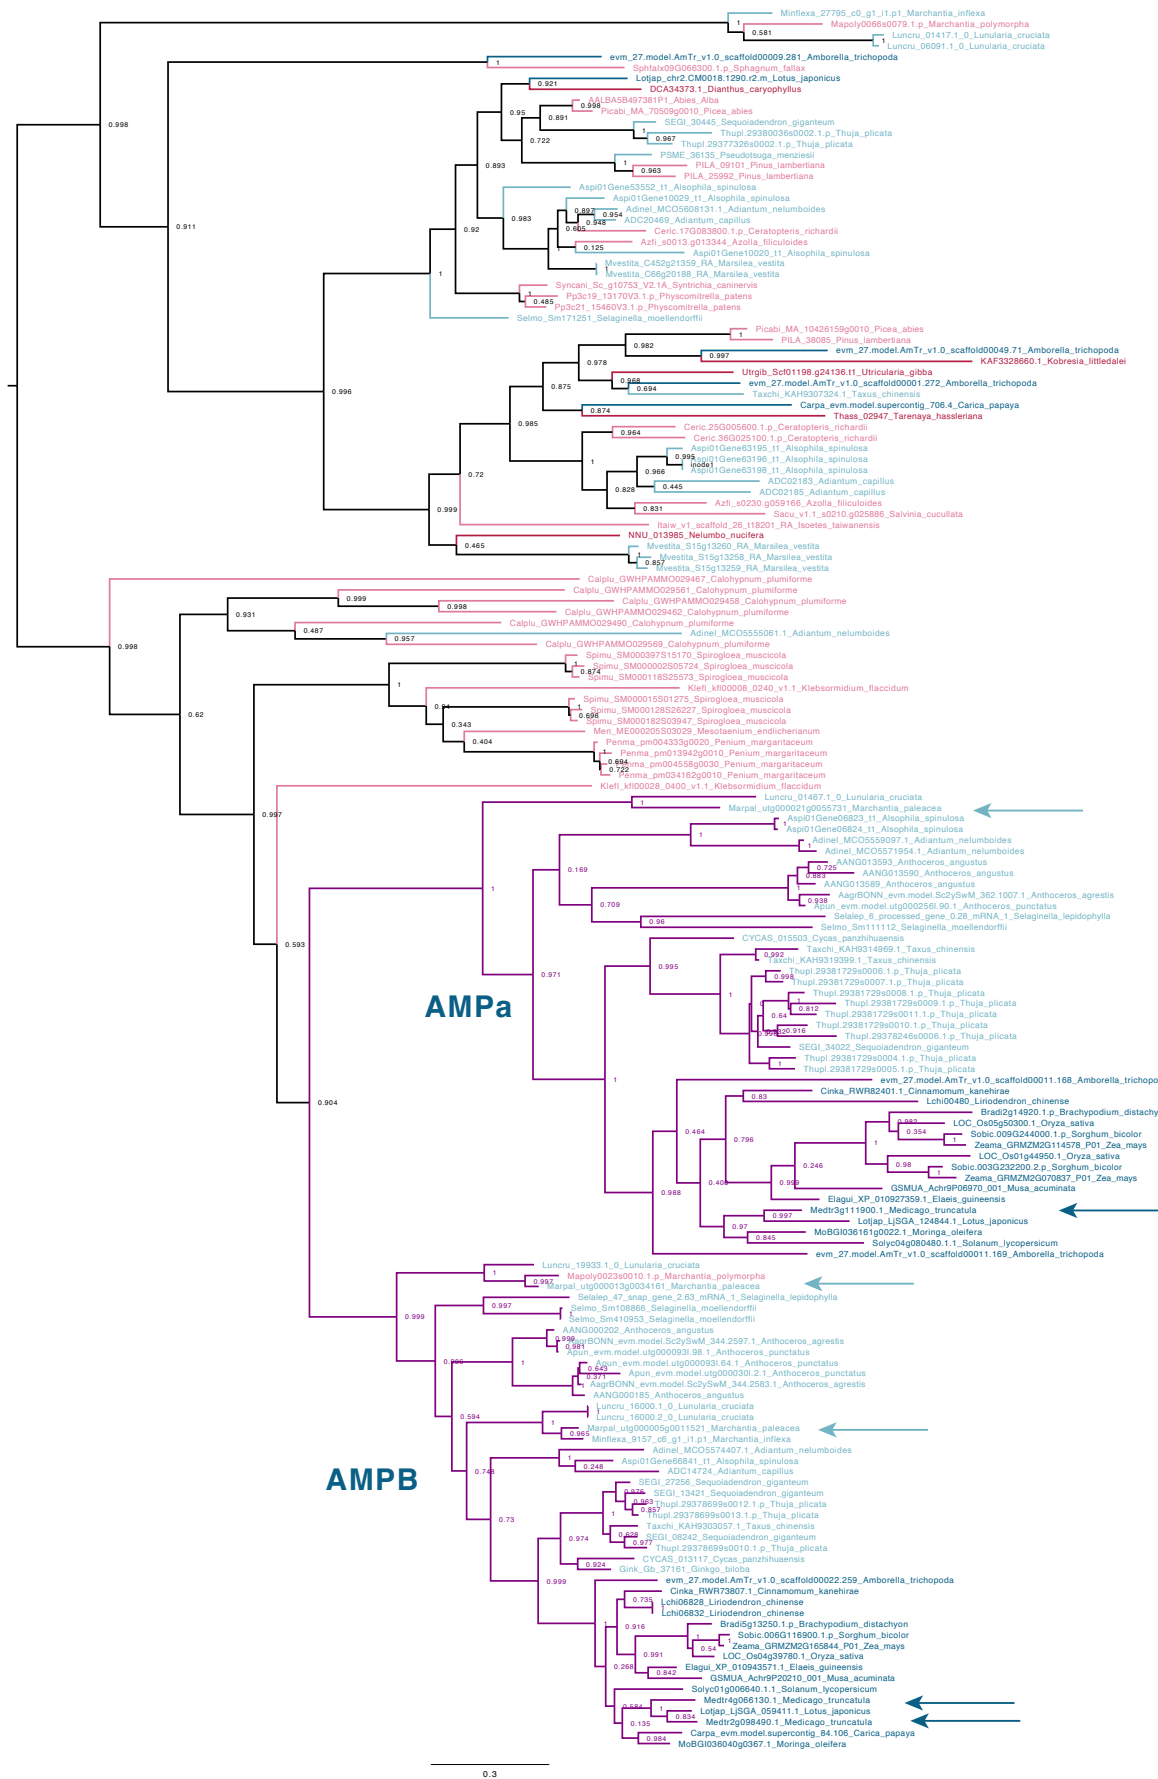

## AMT2

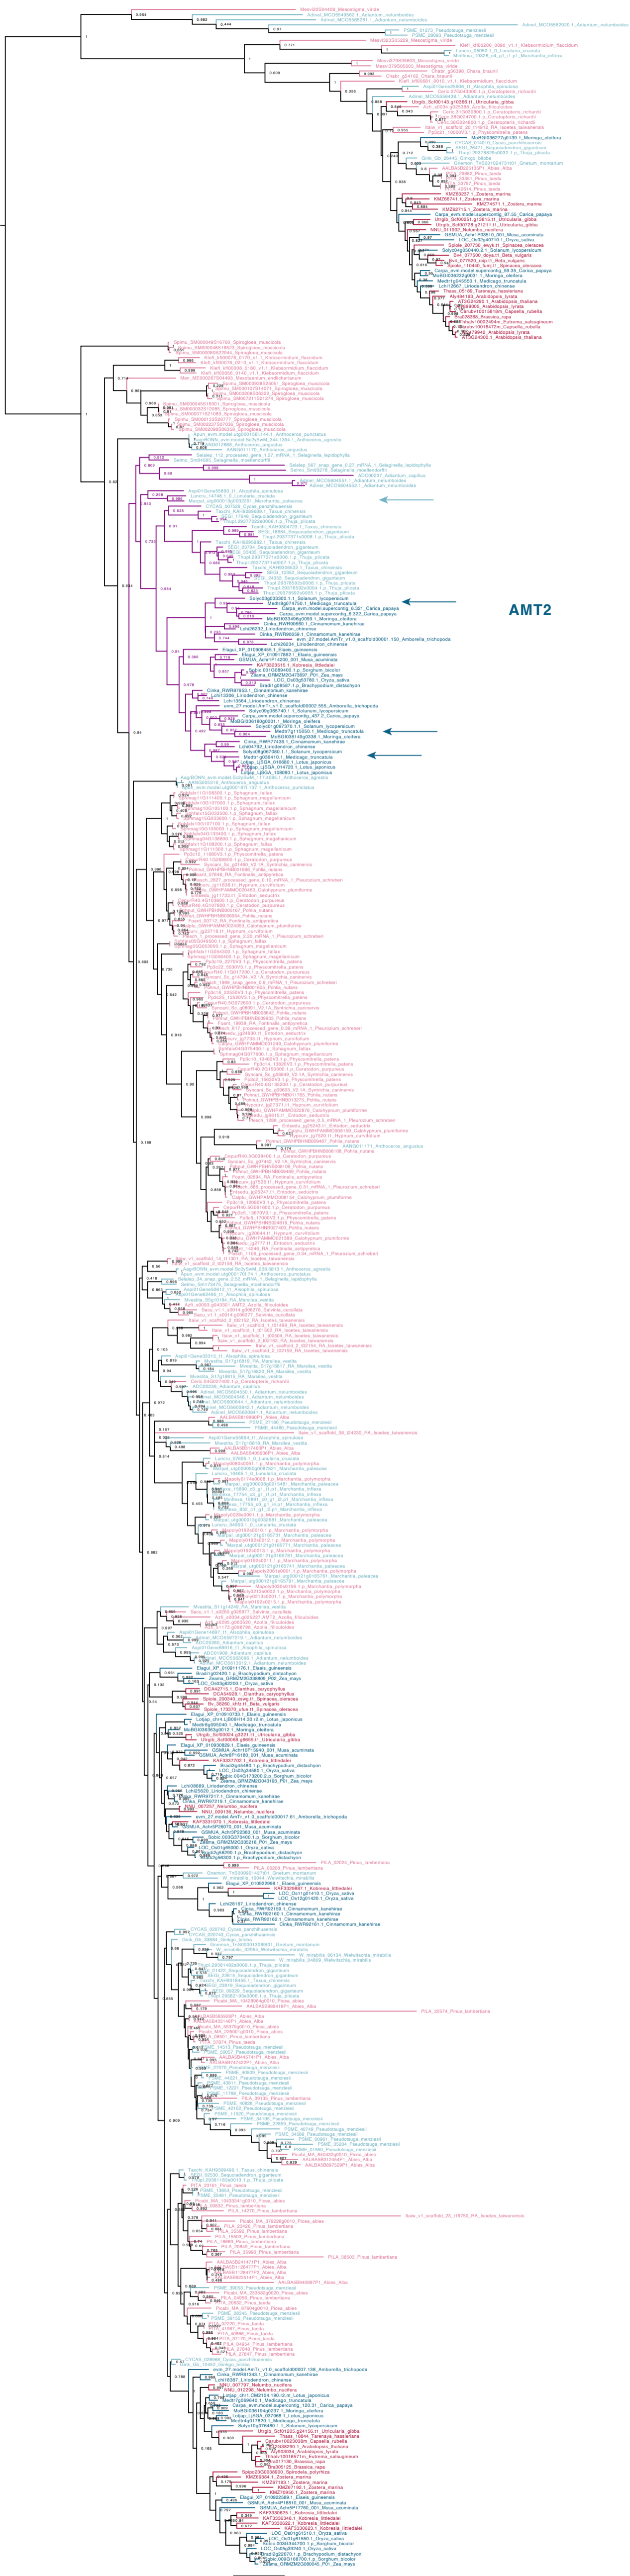

AP2A

How the deposited data were processed for this re-analysis (not part of the article)

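RNA was sequenced from thalli of Marchantia paleacea that had been mock-inoculated or inoculated with the AM fungus, at 5, 8 and 11 WPI, in 22 libraries, each from 4 pooled thalli, with reads of 75 nt. By the paper's methods, the authors trimmed reads with Trim Galore, aligned them to the M. paleacea genome with STAR and counted them on genes with featureCounts. The supplement's mapping commands, not the methods text, set STAR to keep uniquely mapped reads. The values taken from the authors' deposited table are estimated counts per gene, as deposited, without normalization for depth. Per library, 75.2% to 86.9% of values are whole numbers. The tool that gave the others their fractions is not stated. No gene ID of the 16511 tested matched the reference gene table used here (0 matched), so genes keep the IDs of the authors' annotation.

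Libraries were grouped in 2 ways, by the treatment and time point in the header of each column, which was the choice made before the data were examined, and by the position of the column as Code S01 assigns it. The second grouping was taken up after seeing the data. Fold changes by header did not match those of Dataset S1, and a search for groups of columns that do match, from up to 25 starts and over genes with a normalized count of at least 5 in every library, ended at the groups of Code S01. For 2 libraries, headed C5W_S3 and C11W_S20, no sample label of their group has the number in the header, and they were grouped by treatment and time point alone.

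Fits used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Values were rounded to whole numbers, except where DESeq2 was fitted to truncated values. In edgeR, 1 model of 6 groups was fitted to all 22 libraries after TMM normalization, for the 16511 of 18637 genes with more than 10 reads over all libraries, and each contrast was tested with the quasi-likelihood test. Mycorrhizal libraries were compared with mock libraries at each time point, and the 3 differences between these responses were tested as interactions. A gene counts as DE at a Benjamini-Hochberg adjusted p under 0.05, corrected over all genes tested, and an absolute log2 fold change of at least 1. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Mean CPM and SD are taken over the libraries of a group, with TMM-normalized library sizes. A ratio of pooled reads is scaled to these library sizes, with an exact 95% interval for counting error, and 3 reads are taken over a group that has none.

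The number of DE genes among the 73 ECGF genes tested was set against 10000 random lists of as many genes, drawn from 20 bins of mean expression. Expected overlaps assume that calls at the time points are independent. For each count of DE genes, other splits of the same libraries into groups of the same sizes were fitted, all 35 for a time point and 100 drawn for an interaction.

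Genes are named in the text by a rule set before the data were examined: the M. paleacea genes of Tables S4 and S6, those the paper's text or methods name by ID, and, of all other genes, the 2 with the smallest adjusted p that rose and the 2 that fell at 11 WPI among DE genes whose 4 mycorrhizal libraries all lie on one side of the 4 mock libraries. Values of these genes in Table S6 and in part of Dataset S1 had been seen when the rule was written. The rule was applied under each grouping.

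Alternatives set before the data were examined were DESeq2 in place of edgeR, DESeq2's size factors in edgeR, no filter on low counts, edgeR's filterByExpr, a fit of only the libraries compared, the replicate number as a block (replicate block), robust estimation of the spread, thinning of every library to 968326 reads, an adjusted p under 0.01, no minimum fold change, and leaving out each library in turn. Chosen after seeing the data were the order of Code S01, DESeq2 on truncated values, library set as a term in edgeR and in DESeq2, and a fit of the 11348 genes with mostly whole values. DESeq2's reference level was set as in Code S01 after its first counts had been seen.

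The fits were tested on simulated data with 200 genes changed by 2 on the log2 scale. With columns as in Code S01, edgeR recovered 78%, 73% and 71% of them at 5, 8 and 11 WPI, with 1.89%, 1.35% and 0.699% false calls, and DESeq2 recovered 82.5%, 80% and 78.5% with 15.4%, 14% and 4.27% false calls. By header, edgeR recovered 78%, 86.5% and 78% with 4.88%, 3.35% and 4.88% false calls, and DESeq2 85%, 92% and 82.5% with 15.8%, 11.5% and 9.34%. The limit first set for false calls was 12% for every fit. DESeq2 did not meet it, and the limit was then relaxed, to 10% for edgeR and 20% for DESeq2. Every library was simulated from the same mean profile, with noise drawn for each gene by itself. The library sets were thus absent, and changed genes were drawn only above a minimum expected count. These shares therefore do not give the recovery or the false calls in the deposited data.

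Library totals ranged from 968349 to 16471645 estimated reads. A gene with no read in a library can hold 3 reads by chance, which sets the level below which it is not seen. Replicate numbers in the sample labels did not pair mock with mycorrhizal libraries: of 8 correlations between libraries of one number, after removal of group means, the highest was 0.027. Over 231 pairs of libraries, the smallest chi-square per gene was 1.7, where repeated counts of the same RNA give about 1. The quantitative PCR of the paper, the GO enrichment and the phylogenetic analyses were not analysed here.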

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

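Fits of thinned libraries were set before the data were examined, as an alternative. Their use as tests of explanations, the other tests in this part and the counts of other splits were chosen only after the results they concern had been seen. Single libraries were compared with the rest of their group wherever a group has 4 libraries, for 32 items in 5 such groups. Of 160 comparisons, 16 picked out a library far from the others (Dixon's test at its 95% critical value), where chance alone gives about 8. No biological explanation was tested for single libraries, since the design gives nothing that differs within a group.

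The total of the library headed MYC5W_S35 was 16470000 reads, against 4591000 to 5954000 in the other 3 libraries of its group. Library size does not explain the 2 sets of libraries, since all 22 lay on the same side of the first component after thinning to 1 depth. A deeper library lowers the floor at which a gene is seen.

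Of the libraries that stood apart for single genes, C11W_S20, by header a mock library at 11 WPI, did so most often. There it had 3.07 CPM of AMT2 and 0.768 CPM of PT4, with 0 in the other 3 libraries, 20.4 CPM of KO (Marpal_utg000013g0032101) against 4.89 to 7.10, and 8.64 CPM of the proton pump Marpal_utg000045g0082001 against 0.264 to 0.519. By Code S01 it belongs to the mycorrhizal libraries at 5 WPI, where it stood apart with 4.03 CPM of ABCB20b against 1.45 to 1.53, with 86.0 CPM of LEA (Marpal_utg000068g0113121) against 0 in the other 3, and again with 0.768 CPM of PT4 against 0. It is the library of that group in the first set, while the other 3 lie in the second, and LEA was seen in all libraries of the first set. Among the explanations, a header that names another treatment than the library's is a candidate explanation for the 4 genes above, since the search against Dataset S1 placed 22 of 22 columns, this one among them, in the groups of Code S01. That search shows which groups the paper's analysis took and not which thalli a library came from, so mycorrhizal material in a mock library stays open too, and neither was tested by itself.

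The other libraries that stood apart did so for genes with few reads or within groups at 11 WPI. STR was 1.42 CPM in MYC5W_S23 against 3.22 to 3.48. MYC8W_S22, the shallowest library, had 1.09 CPM of DHY against 0.153 to 0.258 and 3.26 CPM of STR2 against 5.83 to 6.29. NOPE1 (Marpal_utg000054g0094671) was 0.460 CPM in MYC8W_S37 against 0, and DHY 0 CPM in C8W_S20 against up to 0.192. STR2 was 53.5 CPM in MYC11W_S19 against 84.8 to 86.6, and in MYC11W_S30 MAX1 was 127 CPM against 233 to 246 and PT4 was 22.0 CPM against 0. No technical explanation was tested for these single values, and counting error at these depths stays open for the genes at few reads.

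The response to the fungus differed between 11 and 5 WPI for 389 genes and between 11 and 8 WPI for 219 in the order of Code S01, each by an interaction in edgeR. As many were called in 3 and 2 of 100 splits of the same libraries, the real ones included. The other splits among these called more genes than the real ones, 1777 and 1659 in the first case and 603 in the second. Labels were exchanged at every time point, so the splits stand for no response at any of them. A response at 11 WPI alone can also make the real count stand out. The splits therefore cannot tell whether the difference between time points arose by chance. Between 8 and 5 WPI edgeR called 0 genes (997 at an unadjusted p under 0.05, and 75 with DESeq2). Any split gives at least 0, as 100 of 100 did, so the splits test nothing there. By header the 3 interactions were called for 2726, 2660 and 346 genes, each matched by 1 of 100 splits, the real one, with the same limit. These counts were 9, 152 and 137 in edgeR and 75, 562 and 321 in DESeq2 with library set as a term. Since set and treatment coincide by header at 11 WPI, the splits cannot tell them apart for the 2 interactions with 11 WPI. Leaving out 1 library moved the first 2 counts in the order of Code S01 to between 211 and 1333 and between 116 and 237, and the libraries are named under the dependence on processing.

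More genes were called at 11 WPI than at the other time points in the order of Code S01, and 1 of 35 splits of its libraries gave as many as the real split, itself, as did 1 of 35 at 8 WPI. At 5 WPI, 6 of 35 splits did, so chance cannot be excluded for the count of 70, and the split that follows the library sets called 2623 genes. With library set as a term, 52 genes were called at 5 WPI with edgeR and 169 with DESeq2. Library size is argued against, since thinning every library to the smallest left 392 DE genes at 11 WPI and 8 and 6 at 5 and 8 WPI. Reads shared between near-identical genes are argued against as well, since 717 genes were called at 11 WPI among those with mostly whole values. Fungal colonization and thallus age both grow with time in this design and stay open, untested against each other.

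By header, 1 of 35 splits gave as many calls as the real one at each of 5, 8 and 11 WPI. At 5 WPI the real split gave 1103 calls and another gave 1099, and 6 more gave 839 to 972, so the count there lies close to what other splits give. At 8 WPI the other splits gave at most 8 calls and at 11 WPI 0. At 11 WPI the real split is also the split that follows the library sets, with 3200 calls, so treatment and set cannot be told apart there. With library set as a term, which by header rests on the 3 mock libraries at 5 WPI, 95 genes were called with edgeR and 334 with DESeq2. Calls were made for 39% of genes without mostly whole values and 10.5% of genes with them, which is consistent with a part of these calls coming from the sets, whereas in the order of Code S01 the shares were 7.24% and 5.97%.

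Of the genes outside those the paper discusses, Marpal_utg000002g0003451 had a log2 fold change of 2.73 and Marpal_utg000010g0019801 one of 7.14 at 11 WPI in the order of Code S01, the latter with a ratio of pooled reads of 150 (95% counting interval 78.1 to 330). Each rose in 4 of 4 mycorrhizal libraries above all mock libraries, with adjusted p-values of 1.32e-08 for both. For Marpal_utg000109g0155201 and Marpal_utg000002g0003961, the fitted values were -10.43 and -10.61 (adjusted p = 7.66e-06 and 1.54e-05), with no read in any mycorrhizal library at 11 WPI, so that these genes were at least 48.5-fold and 53.9-fold lower with 3 reads over the group as the floor. By header they were at least 96.0-fold and 24.5-fold lower. The 18 other libraries all held reads of both genes, so neither absence follows the library sets. Depth is argued against, since all 4 genes were still called at 11 WPI under both groupings after thinning every library to the smallest, with log2 fold changes of 2.75, 7.56, -8.39 and -8.41 in the order of Code S01. By header, Marpal_utg000002g0003961 was not called with library set as a term in edgeR, but was in DESeq2. The 2 genes that rose were called among genes with mostly whole values too, whereas the 2 that fell are not among those genes, so reads shared with other genes stay open for them. Fungal colonization at 11 WPI stays open for all 4 and was not tested by itself.

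By header the same rule named Marpal_utg000021g0056421, with a log2 fold change of 8.56 (adjusted p = 1.82e-09), Marpal_utg000002g0003451 again, with 2.79 (adjusted p = 1.82e-09), Marpal_utg000183g0200071, with -4.56 (adjusted p = 3.41e-07), and Marpal_utg000044g0081531, with -3.23 (adjusted p = 4.68e-07), each with its 4 mycorrhizal libraries on one side of the 4 mock libraries. In the order of Code S01 the first 3 were called with 9.33, 2.73 and -2.86, and Marpal_utg000044g0081531 was not, with -0.71 (adjusted p = 0.428). The last gene had 167 to 259 CPM in the first library set and 18.9 to 50.4 CPM in the second, so its change by header follows the sets too. It was still called with library set as a term, with -1.47 in edgeR (standard error 0.30) and -1.42 in DESeq2 (standard error 0.33), which argues against the sets as the whole cause, although this term rests on the 3 mock libraries at 5 WPI. The first of these 4 genes was not called with library set as a term in edgeR, with 6.85 (standard error 1.96), but was in DESeq2, and the other 2 were called in both.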

How the results depend on the processing

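The order of Code S01, truncated values, library set as a term in edgeR and in DESeq2, genes with mostly whole values, and the reference level of DESeq2 were chosen after seeing the data, and all other alternatives before the data were examined. The order of Code S01 is given with values of its own, to which every alternative except the replicate block was also applied. The replicate block uses the numbers in the sample labels, which belong to headers, so it was run by header alone, and these numbers paired no libraries in the checks of expression. The cause was not tested for any change below unless a sentence names one.

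For genes named in the text, 458 log2 fold changes over the alternatives kept their direction and their side of the threshold in the order of Code S01, 14 fell short of it and 7 passed it. By header 484 kept both, 48 fell short, 8 passed and 15 reversed. One of those that kept its side, PT4 with the replicate block, was 0 and had no direction. The reversed value of LEA (Marpal_utg000068g0113121), a called gene, was 1.76 with library set as a term in DESeq2 by header, where the 8 libraries compared lie in different sets by treatment. The other reversed values by header are of genes that were called neither there nor in the alternative, and went for MpaAPT (Marpal_utg000039g0074951) from -0.12 to 0.0913 in the order of Code S01 and 0.23 after thinning; MpaELF5 (Marpal_utg000040g0077401) from -0.12 to 0.12 in the order of Code S01; NOPE1 (Marpal_utg000018g0051451) from -0.0481 to 0.0259 in DESeq2, 0.0282 in DESeq2 on truncated values, 0.0244 with DESeq2's size factors, 0.0079 with only the libraries compared, 0.059 with the replicate block, 0.25 after thinning and 0.0265 among genes with mostly whole values; HA1 (Marpal_utg000008g0017601) from -0.35 to 0.24 with library set as a term in edgeR and 0.27 with library set as a term in DESeq2; CYCLOPHILIN-B (Marpal_utg000098g0147841) from 0.34 to -0.13 with library set as a term in edgeR and -0.0971 with library set as a term in DESeq2. With 1 library left out, 6 values reversed, none of them called, and the log2 fold changes ranged from -0.0278 to 0.18 for MpaAPT (Marpal_utg000039g0074951) in the order of Code S01, -0.20 to 0.0281 for MpaAPT (Marpal_utg000039g0074951) by header, -0.20 to 0.0304 for NOPE1 (Marpal_utg000018g0051451) by header and -3.16 to 7.89 for PT4 (Marpal_utg000069g0117021) by header. The cause was not tested. Counts of genes stayed within 1.5 times their value in 138 comparisons in the order of Code S01 and 134 by header.

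With columns in the order of Code S01, these counts changed, and the cause was not tested. DESeq2 gave 291 DE genes at 5 WPI, 144 at 8 WPI, 80.9% up-regulated among those of 11 WPI, 57 genes up-regulated at all 3 time points, a response that differed between 11 and 5 WPI for 824 genes, one that differed between 11 and 8 WPI for 426 genes and one that differed between 8 and 5 WPI for 75 genes. On truncated values DESeq2 gave 291 DE genes at 5 WPI, 142 at 8 WPI, 80.4% up-regulated among those of 11 WPI, 56 genes up-regulated at all 3 time points, a response that differed between 11 and 5 WPI for 824 genes, one that differed between 11 and 8 WPI for 427 genes and one that differed between 8 and 5 WPI for 75 genes. Fitting only the libraries compared gave 0 DE genes at 5 WPI, 80.4% up-regulated among those of 11 WPI and 0 genes up-regulated at all 3 time points. Thinning every library to the smallest gave 8 DE genes at 5 WPI, 6 at 8 WPI, 392 at 11 WPI, 88.5% up-regulated among those of 11 WPI, 1 gene up-regulated at all 3 time points, 11 DE ECGF genes, 9 up-regulated ECGF genes with an M. truncatula value above 0, 5 core genes, 11 DE ECGF genes at 11 WPI, a response that differed between 11 and 5 WPI for 42 genes and one that differed between 11 and 8 WPI for 3 genes. At an adjusted p under 0.01 there were 11 DE genes at 5 WPI, 11 at 8 WPI, 696 at 11 WPI, 91.2% up-regulated among those of 11 WPI, 2 genes up-regulated at all 3 time points, a response that differed between 11 and 5 WPI for 121 genes and one that differed between 11 and 8 WPI for 65 genes. Library set as a term in DESeq2 gave 169 DE genes at 5 WPI, 164 at 8 WPI, 76.2% up-regulated among those of 11 WPI, 64 genes up-regulated at all 3 time points, a response that differed between 11 and 5 WPI for 879 genes, one that differed between 11 and 8 WPI for 571 genes and one that differed between 8 and 5 WPI for 35 genes. Without a minimum fold change there were 68.9% up-regulated among those of 11 WPI. Library set as a term in edgeR gave 79.4% up-regulated among those of 11 WPI. Among genes with mostly whole values there were 87% up-regulated among those of 11 WPI. A stricter threshold and thinning lower counts by their construction, since fewer genes can pass.

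Grouped by header, these counts changed, and the cause was not tested. Fitting only the libraries compared gave 43 DE genes at 5 WPI and a response that differed between 8 and 5 WPI for 110 genes. The replicate block gave 183 DE genes at 5 WPI, 17 at 8 WPI, 1935 at 11 WPI, 85.1% up-regulated among those of 11 WPI, a response that differed between 11 and 5 WPI for 1425 genes, one that differed between 11 and 8 WPI for 1164 genes and one that differed between 8 and 5 WPI for 130 genes. Thinning every library to the smallest gave 243 DE genes at 5 WPI, 25 at 8 WPI, 1698 at 11 WPI, 78% up-regulated among those of 11 WPI, 16 DE ECGF genes, 10 up-regulated ECGF genes with an M. truncatula value above 0, 6 core genes, 15 DE ECGF genes at 11 WPI, a response that differed between 11 and 5 WPI for 1233 genes, one that differed between 11 and 8 WPI for 989 genes and one that differed between 8 and 5 WPI for 24 genes. At an adjusted p under 0.01 there were 15 DE genes at 5 WPI, 66 at 8 WPI, 81.6% up-regulated among those of 11 WPI, a response that differed between 11 and 8 WPI for 1468 genes and one that differed between 8 and 5 WPI for 36 genes. Library set as a term in edgeR gave 37 DE genes at 5 WPI, 329 at 8 WPI, 95 at 11 WPI, 81.1% up-regulated among those of 11 WPI, 11 DE ECGF genes, 10 up-regulated ECGF genes with an M. truncatula value above 0, 2 core genes, 6 DE ECGF genes at 11 WPI, a response that differed between 11 and 5 WPI for 9 genes, one that differed between 11 and 8 WPI for 152 genes and one that differed between 8 and 5 WPI for 137 genes. Library set as a term in DESeq2 gave 200 DE genes at 5 WPI, 597 at 8 WPI, 334 at 11 WPI, 74.6% up-regulated among those of 11 WPI, 21 DE ECGF genes, 17 up-regulated ECGF genes with an M. truncatula value above 0, 5 core genes, 12 DE ECGF genes at 11 WPI, a response that differed between 11 and 5 WPI for 75 genes and one that differed between 11 and 8 WPI for 562 genes. Among genes with mostly whole values there were 330 DE genes at 5 WPI, 1098 at 11 WPI, 91% up-regulated among those of 11 WPI, 23 DE ECGF genes at 11 WPI, a response that differed between 11 and 5 WPI for 800 genes and one that differed between 11 and 8 WPI for 1034 genes. Taking the columns in the order of Code S01 gave 70 DE genes at 5 WPI, 53 at 8 WPI, 1051 at 11 WPI, 84.7% up-regulated among those of 11 WPI, 20 genes up-regulated at all 3 time points, a response that differed between 11 and 5 WPI for 389 genes, one that differed between 11 and 8 WPI for 219 genes and one that differed between 8 and 5 WPI for 0 genes. DESeq2 gave 449 DE genes at 8 WPI, 2 genes up-regulated at all 3 time points and a response that differed between 8 and 5 WPI for 906 genes. On truncated values DESeq2 gave 456 DE genes at 8 WPI, 2 genes up-regulated at all 3 time points and a response that differed between 8 and 5 WPI for 898 genes. DESeq2's size factors in edgeR gave 78.2% up-regulated among those of 11 WPI. Without a minimum fold change there were 68.4% up-regulated among those of 11 WPI. Every alternative that named library set lost most calls at 11 WPI, where set and treatment cannot be told apart among the libraries compared.

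Leave-one-out values, each fit without one of the 22 libraries, are given first for the order of Code S01, where libraries are named by their header. The values ranged from 5 to 1184 for the DE genes at 5 WPI, 1 to 69 for the DE genes at 8 WPI, 878 to 1118 for the DE genes at 11 WPI, 82.4 to 87.6 for the percentage up-regulated at 11 WPI, 1 to 32 for the genes up-regulated at all 3 time points, 25 to 30 for the DE ECGF genes, 25 to 27 for the DE ECGF genes at 11 WPI, 22 to 24 for the up-regulated ECGF genes with an M. truncatula value above 0, 10 to 11 for the core genes called, 211 to 1333 for the genes that differed between 11 and 5 WPI, 116 to 237 for those between 11 and 8 WPI and 0 to 302 for those between 8 and 5 WPI. The DE genes at 5 WPI numbered 8 without C5W_S3, 1184 without C5W_S31, 5 without C5W_S17, 44 without C8W_S20, 36 without C8W_S33, 806 without C11W_S20 and 39 without MYC5W_S40. The DE genes at 8 WPI numbered 17 without C11W_S15, 1 without C11W_S3, 13 without C11W_S2 and 31 without MYC5W_S32. The genes up-regulated at all 3 time points numbered 1 without C5W_S3, 1 without C5W_S17, 32 without C8W_S34, 8 without C8W_S33, 7 without C11W_S15, 1 without C11W_S3, 7 without C11W_S2, 11 without MYC5W_S40, 13 without MYC5W_S35, 13 without MYC5W_S23, 12 without MYC8W_S22, 12 without MYC8W_S21, 12 without MYC11W_S11 and 12 without MYC11W_S29. The genes that differed between 11 and 5 WPI numbered 211 without C5W_S3, 1333 without C5W_S31, 247 without C8W_S34, 1028 without C11W_S20, 258 without MYC11W_S11 and 254 without MYC11W_S29. The genes that differed between 11 and 8 WPI numbered 139 without C11W_S3, 123 without C11W_S2, 144 without MYC5W_S40, 116 without MYC5W_S35, 144 without MYC8W_S16, 145 without MYC11W_S11 and 140 without MYC11W_S29. The genes that differed between 8 and 5 WPI numbered 302 without C5W_S31, 31 without C11W_S20 and 1 without C11W_S15.

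Leave-one-out values by header follow. The values ranged from 24 to 1375 for the DE genes at 5 WPI, 55 to 328 for the DE genes at 8 WPI, 2869 to 3410 for the DE genes at 11 WPI, 75.1 to 79.3 for the percentage up-regulated at 11 WPI, 0 to 1 for the genes up-regulated at all 3 time points, 31 to 38 for the DE ECGF genes, 30 to 37 for the DE ECGF genes at 11 WPI, 24 to 29 for the up-regulated ECGF genes with an M. truncatula value above 0, 9 to 11 for the core genes called, 1488 to 2819 for the genes that differed between 11 and 5 WPI, 2178 to 3102 for those between 11 and 8 WPI and 100 to 1190 for those between 8 and 5 WPI. The DE genes at 5 WPI numbered 37 without mock 5 WPI replicate 2, 726 without mycorrhizal 5 WPI replicate 1, 24 without mycorrhizal 5 WPI replicate 2 and 390 without mycorrhizal 5 WPI replicate 3. The DE genes at 8 WPI numbered 328 without mock 5 WPI replicate 2, 55 without mock 8 WPI replicate 1, 116 without mock 8 WPI replicate 2 and 128 without mycorrhizal 8 WPI replicate 3. The genes up-regulated at all 3 time points numbered 1 without mycorrhizal 5 WPI replicate 1 and 1 without mycorrhizal 8 WPI replicate 3. The genes that differed between 11 and 5 WPI numbered 1488 without mock 5 WPI replicate 2. The genes that differed between 8 and 5 WPI numbered 1094 without the mock 5 WPI library headed C5W_S3, 136 without mock 5 WPI replicate 2, 1190 without mock 5 WPI replicate 3, 100 without mock 8 WPI replicate 1, 138 without mock 8 WPI replicate 2, 199 without mock 8 WPI replicate 3, 224 without mock 11 WPI replicate 2, 136 without mycorrhizal 5 WPI replicate 1, 115 without mycorrhizal 5 WPI replicate 2, 139 without mycorrhizal 5 WPI replicate 3, 175 without mycorrhizal 5 WPI replicate 4, 153 without mycorrhizal 8 WPI replicate 1, 162 without mycorrhizal 8 WPI replicate 2, 112 without mycorrhizal 8 WPI replicate 3, 131 without mycorrhizal 8 WPI replicate 4, 229 without mycorrhizal 11 WPI replicate 1, 204 without mycorrhizal 11 WPI replicate 2, 195 without mycorrhizal 11 WPI replicate 3 and 165 without mycorrhizal 11 WPI replicate 4.

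Depth limits the counts at every time point. Thinning every library to the 968326 reads of the smallest left 8, 6 and 392 DE genes at 5, 8 and 11 WPI in the order of Code S01 and 243, 25 and 1698 by header. The level that 3 reads stand for was 3.1 CPM in the library headed MYC8W_S22 and 1.53 to 2.86 CPM in the 4 mycorrhizal libraries at 11 WPI, against at most 0.72 CPM in the other libraries.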

Differences from the paper's values

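Counts are taken here to differ when one is more than 1.5 times the other, and log2 fold changes when their signs differ or they lie further apart than the standard error of the value found here. With edgeR in the order of Code S01, 70 DE genes were called at 5 WPI where the paper gives 292 (the paper's value). Of the alternatives set before the data were examined, DESeq2 does not differ and the other 8 do. DESeq2, the paper's tool, called 291. By header, edgeR called 1103 genes, and thinning does not differ and the other 9 do. At 11 WPI the paper gives 1145 DE genes (the paper's value), edgeR called 3200 by header, and thinning does not differ and the other 9 do. Thinning by header gave 1698. The 1051 genes of edgeR in the order of Code S01 do not differ, and DESeq2 on truncated values, which was chosen after seeing the values, called 1145 and drops 0 of the 33, 12 and 136 genes called in the part of Dataset S1 analysed here at 5, 8 and 11 WPI.

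Genes up-regulated at all 3 time points numbered about 56 in Fig. 1G, read by eye (the paper's value), and 20 with edgeR in the order of Code S01, where DESeq2 does not differ and the other 8 do. DESeq2 called 57 on rounded values, and 56 on truncated values, which were chosen after seeing the values. By header edgeR called 0 such genes (10 at an unadjusted p under 0.05 and the minimum fold change, and 2 with DESeq2), and all 10 alternatives set before the data were examined differ too.

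For genes, only the alternatives that can move a log2 fold change are counted, which leaves out the stricter adjusted p and no minimum fold change. Grouped by header, the log2 fold change was 3.01 for MAX4/CCD8 (Marpal_utg000010g0024761) at 11 WPI (the paper's 2.696), 2.94 for ERF1 (Marpal_utg000074g0124251) at 11 WPI (the paper's 3.829), 1.39 for RAM2 (Marpal_utg000108g0154471) at 11 WPI (the paper's 2.057), 0.84 for STR2 (Marpal_utg000110g0155891) at 8 WPI (the paper's 1.594), 4.37 for STR2 (Marpal_utg000110g0155891) at 11 WPI (the paper's 3.818) and 2.79 for ABCB20a (Marpal_utg000130g0170881) at 11 WPI (the paper's 2.223), and for each of these thinning does not differ and the other 7 do.

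Values by header that differ under every planned setting were log2 fold changes of -0.72 for GA20ox (Marpal_utg000012g0030651) at 8 WPI (the paper's 1.579), -0.99 for KO (Marpal_utg000013g0032101) at 8 WPI (the paper's 2.059), -2.21 for AMT2 (Marpal_utg000013g0032291) at 8 WPI (the paper's 5.999), 6.27 for AMT2 (Marpal_utg000013g0032291) at 11 WPI (the paper's 8.907), -0.0206 for MAX3/CCD7 (Marpal_utg000013g0034951) at 8 WPI (the paper's 1.541), 1.08 for ABCB20b (Marpal_utg000033g0068061) at 11 WPI (the paper's 2.552), 2.24 for NOPE1 (Marpal_utg000054g0094671) at 11 WPI (the paper's 5.172), 2.78 for DUF538 (Marpal_utg000056g0097771) at 11 WPI (the paper's 7.112), -1.43 for RAD1 (Marpal_utg000070g0119331) at 8 WPI (the paper's 1.899) and 2.75 for VPY (Marpal_utg000143g0177401) at 11 WPI (the paper's 4.544), and for each of these all 8 of these alternatives differ too.

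Other log2 fold changes by header were 5.00 for GA20ox (Marpal_utg000012g0030651) at 11 WPI (the paper's 5.949) and 2.01 for CERBERUS (Marpal_utg000112g0157671) at 11 WPI (the paper's 1.591), and for each of these the replicate block and thinning do not differ and the other 6 do.

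A further log2 fold change by header was 3.23 for KO (Marpal_utg000013g0032101) at 11 WPI (the paper's 3.739), and for this value DESeq2, DESeq2's size factors, filterByExpr and the replicate block do not differ and the other 4 do.

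The last log2 fold change by header was 2.63 for RFC (Marpal_utg000064g0107131) at 11 WPI (the paper's 3.106), and for this value DESeq2, DESeq2's size factors and the replicate block do not differ and the other 5 do.

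Some settings that were chosen after seeing the values reach the paper's values by header, and the numbers of the 33, 12 and 136 genes called in the part of Dataset S1 analysed here at 5, 8 and 11 WPI that each drops are given beside it. Genes with mostly whole values gave 330 DE genes at 5 WPI, 1098 at 11 WPI and values that do not differ for KO (3.31) and RFC (2.70), and drop 25, 12 and 75. Library set as a term in DESeq2 gave 200 DE genes at 5 WPI and values that do not differ at 11 WPI for AMT2 (7.83), ABCB20b (1.96), NOPE1 (4.44), ERF1 (5.17), STR2 (3.87), CERBERUS (1.98), ABCB20a (1.84) and VPY (3.38), and drops 25, 12 and 113. Library set as a term in edgeR did so for AMT2 (8.44), ABCB20b (1.92), NOPE1 (4.32), LEA (-0.61), ERF1 (5.04), STR2 (3.82), CERBERUS (1.93), ABCB20a (1.81) and VPY (3.26), and drops 28, 12 and 124. For LEA (Marpal_utg000068g0113121), its standard error was 1670, so that almost any value would not differ. DESeq2 on truncated values did so for KO (3.30) and RFC (2.71), and drops 18, 12 and 36. Thinning and library set as a term in edgeR widened the standard error of each gene named for them at 11 WPI, and a wider error makes a difference harder to see. Applied in the order of Code S01, library set as a term in DESeq2, chosen after seeing the values, gave 64 genes up-regulated at all 3 time points and drops 12, 0 and 2. The order itself, chosen after seeing the values, gave no difference for the values of Table S6 listed here by header, except that of LEA, and with edgeR it drops 23, 5 and 17.

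Leaving out 1 library by header also removed a difference, at 5 WPI with 390 DE genes without mycorrhizal 5 WPI replicate 3. For genes, it did so for MAX4/CCD8 at 11 WPI without mock 11 WPI replicate 3 (2.86), mock 11 WPI replicate 4 (2.94) and mycorrhizal 11 WPI replicate 4 (2.94), for GA20ox at 11 WPI without the mock 11 WPI library headed C11W_S20 (5.62), for KO at 11 WPI without mock 8 WPI replicate 1 (3.25), the mock 11 WPI library headed C11W_S20 (3.94), mycorrhizal 8 WPI replicate 4 (3.27), mycorrhizal 11 WPI replicate 1 (3.33), mycorrhizal 11 WPI replicate 3 (3.25) and mycorrhizal 11 WPI replicate 4 (3.26), for RFC at 11 WPI without the mock 11 WPI library headed C11W_S20 (2.86), mock 11 WPI replicate 3 (2.61) and mycorrhizal 11 WPI replicate 1 (2.77), for STR2 at 8 WPI without mock 8 WPI replicate 3 (1.53), for STR2 at 11 WPI without mock 11 WPI replicate 2 (4.19) and mock 11 WPI replicate 4 (4.17), for CERBERUS at 11 WPI without the mock 11 WPI library headed C11W_S20 (1.90), mock 11 WPI replicate 2 (1.92), mock 11 WPI replicate 3 (1.96) and mycorrhizal 11 WPI replicate 2 (1.86), for ABCB20a at 11 WPI without mock 11 WPI replicate 2 (2.68), mock 11 WPI replicate 3 (2.74), mock 11 WPI replicate 4 (2.69) and mycorrhizal 11 WPI replicate 2 (2.60).

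LEA had no read in the mycorrhizal libraries at 11 WPI, so its fitted log2 fold changes, -8.84 in the order of Code S01 and -11.67 by header with edgeR (the paper's -18.501), are set by how each tool treats a count of 0. That DESeq2 in the order of Code S01 does not differ from the paper's value, while the other alternatives set before the data were examined do, is therefore no evidence on expression. The gene was at least 16.6-fold lower than in mock libraries in the order of Code S01 and at least 143-fold lower by header, with 3 reads over the group as the floor.

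The legend of Dataset S1 limits it to genes past the thresholds at one time point or more, whereas its part analysed here lists genes that pass at none by its own values. The M. truncatula values of Table S6 are labelled as log2 fold changes, and 43 of the 122 printed are above 20. The text counts one family more than the 103 that Table S4 lists.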

Other observations

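Every test in this part was chosen only after the result it concerns had been seen.

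The libraries fell into 2 sets, of 10 and 12. The median Spearman correlation between libraries was 0.953 within a set (lowest 0.868) and 0.833 between sets (highest 0.862). Library size is argued against by the 22 of 22 libraries that lay on the same side after thinning, and a few abundant genes by the 22 of 22 that did so without the 100 most abundant genes. Fungal colonization or time point as the whole cause is argued against by the mock libraries at 5 WPI, the same under both groupings, of which 2 of 3 lie in the first set. Reads shared between near-identical genes, counted differently in the 2 sets, may contribute, since in genes that differ more than 2-fold between the sets (1485 of 10719 compared) a mean of 72.9% of values in the second set and 62.6% in the first were not whole, against 15.6% and 10.9% in genes within 0.5 on the log2 scale. The genes that differ are thus mostly genes with such values in both sets, which does not show how either set was counted. In libraries of like depth, 17.8% to 23.3% of detected genes had such a value in the first set and 25% to 29.2% in the second. What made the counts differ between sets (a run, a library batch or a version of the processing) is not given in the labels and was not tested.

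Genes up-regulated at 5 WPI alone were tested against the library sets in the order of Code S01 with DESeq2 on truncated values. Of 158 such genes, 28.5% were still called with library set as a term, against 80% of the 85 that were also called at 8 or 11 WPI. The 85 were picked for repeated calls, and weaker calls are lost more readily for any reason. This contrast therefore cannot decide whether the sets are the cause. The sets might account for part of the 158, and 17.1% of them were also higher in mock libraries at 11 WPI, all of the second set, than in mock libraries at 8 WPI, all of the first, against 7.41% of all genes and 4.71% of the 85. These mock libraries differ in time point as well as in set. At 5 WPI, 1 of 3 mock and 3 of 4 mycorrhizal libraries lie in the second set, so that set and treatment overlap in part. Both treatments hold both sets, so a term for set could be fitted, and the 28.5% kept their call beside it. For the other genes of the 158, the sets and the response at 5 WPI cannot be told apart.

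LEA (Marpal_utg000068g0113121) had 1.69 to 19.1 CPM in the 4 mock libraries at 11 WPI in the order of Code S01, no read in the mycorrhizal ones and 42 to 106 CPM in the first library set. Its level in these mock libraries was 14.9% of that in the first set. RNA of the first set mixed into these libraries is argued against, since 15 other genes seen in every library of the first set and in none of the 8 other libraries of the second reached a median of 0.473% of their level (highest 24.3%, and 6 with no read). No other explanation was tested.

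AMT2 reads, pooled over each group by header, numbered 1, 10 and 16 in mock and 75, 2 and 323 in mycorrhizal libraries at 5, 8 and 11 WPI. In the order of Code S01 they numbered 1, 0 and 2 in mock and 26, 75 and 323 in mycorrhizal libraries.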
